# Dynamic alterations in PD-1/PD-L1 expression level and immune cell profiles based on radiation response status in mouse tumor model

**DOI:** 10.3389/fonc.2022.989190

**Published:** 2022-11-21

**Authors:** Yi Na Yoon, Min Ho Choe, Moonkyoo Kong, Weon Kuu Chung, Jae-Sung Kim, Yu Jin Lim

**Keywords:** radiotherapy, PD-1/PD-L1, dynamic alterations, dose fractionation, tumor immune microenvironment, flow cytometry, transcriptome

## Abstract

**Introduction:**

Based on the immunologic effects of anti-cancer treatment and their therapeutic implications, we evaluated radiotherapy (RT)-induced dynamic alterations in programmed death-1 (PD-1)/PD ligand-1 (PD-L1) expression profiles.

**Methods:**

Local RT with 2 Gy × 5 or 7.5 Gy × 1 was administered to the CT26 mouse model. Thereafter, tumors were resected and evaluated at the following predefined timepoints according to radiation response status: baseline, early (immediately after RT), middle (beginning of tumor shrinkage), late (stable status with RT effect), and progression (tumor regrowth). PD-1/PD-L1 activity and related immune cell profiles were quantitatively assessed.

**Results:**

RT upregulated PD-L1 expression in tumor cells from the middle to late phase; however, the levels subsequently decreased to levels comparable to baseline in the progression phase. RT with 2 Gy × 5 induced a higher frequency of PD-L1+ myeloid-derived suppressor cells, with a lesser degree of tumor regression, compared to 7.5 Gy. The proportion of PD-1+ and interferon (IFN)-γ+CD8α T cells continued to increase. The frequency of splenic PD-1+CD8+ T cells was markedly elevated, and was sustained longer with 2 Gy × 5. Based on the transcriptomic data, RT stimulated the transcription of immune-related genes, leading to sequentially altered patterns.

**Discussion:**

The dynamic alterations in PD-1/PD-L1 expression level were observed according to the time phases of tumor regression. This study suggests the influence of tumor cell killing and radiation dosing strategy on the tumor immune microenvironment.

## Introduction

Radiotherapy (RT) is a major component of conventional anticancer therapies. Owing to its potent tumor cell-killing effect, RT is used to treat more than two-thirds of patients with cancer (1). As clinical interest in cancer immunotherapy has increased over the past decade, RT has recently been revealed to be a double-edged sword that elicits both immune-stimulatory and inhibitory effects in the tumor microenvironment (2). Local RT enhances antigen presentation with increased DNA damage, leading to the upregulation of pro-inflammatory cytokine levels and cytotoxic T cell-mediated immunogenic cell death. RT can also mediate immunosuppressive responses with increased recruitment and infiltration of key components, such as regulatory T cells (Tregs), myeloid-derived suppressor cells (MDSCs), and immune checkpoint-related molecules (3). The dynamic alterations in immune cell profiles are essential for boosting the tumor-targeting immune responses with RT. However, in real-world clinical settings, the longitudinal assessment of immunomodulatory reactions is not feasible due to the need for invasive procedures.

The programmed death-1 (PD-1)/programmed death ligand-1 (PD-L1) axis is an immune checkpoint, and an important target that is extensively used in cancer immunotherapy. In recent years, several *in vivo* studies have revealed the synergistic tumoricidal effects of combining RT with α-PD-1/PD-L1 inhibitors (4–6). Based on laboratory data, several clinical trials sought to expand the clinical application of radioimmunotherapy, especially for advanced or metastatic tumors (7–10). However, the clinical benefits of the combinatory treatment in humans have not been as high as expected from the mouse model (11). To date, there is no clear consensus on the optimal timing or dose-fractionation strategy for combining RT with immunotherapeutic drugs.

In the present study, we hypothesized that the RT-induced immunologic impact on the major target for immunotherapy, the PD-1/PD-L1 axis, is not stationary, but dynamic in nature. To understand the synergistic effects of combining RT with the PD-1/PD-L1 blockade, dynamic RT-induced alterations in tumor immune status and blood-borne biomarkers in relation to PD-1/PD-L1 expression must be explored. To assess the predefined post-RT response status, sequential alterations in the PD-1/PD-L1 expression profiles and relevant immune cell compositions were quantitatively assessed using a CT26-based *in vivo* model. This study would provide additional data regarding the impact of RT on the tumor immune microenvironment.

## Materials and methods

### Mouse tumor model

Six-week-old female BALB/c mice obtained from Orient Bio Inc. (Gyeonggi-do, Republic of Korea) were used in this study. Mice were maintained in specific pathogen-free facilities. The animal experimental protocol was approved by the Institutional Animal Care and Use Committee of the Korea Institute of Radiological and Medical Sciences (Seoul, Republic of Korea) (approval numbers: kirams2019-0026, kirams2020-0064). All experimental procedures were conducted in accordance with the ethical regulations and standards of the Korea Institute of Radiological and Medical Sciences (Seoul, Republic of Korea). The CT26 cells were purchased from the American Type Culture Collection (ATCC, VA, USA). The cells were grown in an incubator in a humidified atmosphere of 95% air and 5% CO_2_ at 37.5°C. CT26 cells were maintained in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum (35-015-CVR; Corning, NY, USA) and 1% penicillin/streptomycin (30-002-CI; Corning). A total of 2 × 10^5^ CT26 cells in 50 μL of Dulbecco’s phosphate-buffered saline were subcutaneously injected into the right flank of mice. The perpendicular diameters (width/length) of the tumors were measured every 2 or 3 days, and the individual tumor volume was calculated using the formula: 1/2 × length × width^2^ (mm^3^). Palpable murine tumors (< 150 mm^3^) were selected and precisely irradiated with 200 kVp X-rays using a self-contained x-ray system X-RAD 320 (Precision X-Ray Inc., CT, USA). Each mouse was anesthetized and placed on a fixed shelf with an illuminator to expose the tumor site and prevent any radiation effects on normal organs at risk. The irradiation field for each mouse was confined to the tumor site with a highly homogenous beam, which indicates local RT throughout this study.

### Flow cytometry

Tumor and spleen tissues were cut into small pieces and minced using scalpels. For tumor dissociation, the sample was soaked in media containing cocktail enzymes (Tumor dissociation kit; Miltenyi Biotec, Bergisch Gladbach, Germany), according to the manufacturer’s recommendations. Spleen tissues were homogenized and filtered through a 70 μm nylon cell strainer, and 1× RBC lysis buffer (Sigma-Aldrich, MO, USA) was added to eliminate the red blood cells. Single cells were initially stained with a Fixable Viability Stain 780 (BD, NJ, USA) for 15 min at room temperature (25–27°C) and then incubated with anti-CD16/32 antibodies (Thermo Fischer Scientific, MA, USA) for 15 min at room temperature. To isolate intratumoral and splenic CD45^+^ cells, an EasySep™ Mouse CD45^+^ Cell Isolation Kit (StemCell Technologies, Vancouver, Canada) was used, according to the manufacturer’s instructions. Single cell samples of tumor tissues were resuspended in phosphate-buffered saline with 5% fetal bovine serum and 1 mM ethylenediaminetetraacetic acid (fluorescence-activated cell sorting [FACS] buffer) for magnetic labeling. Cells were incubated for 8 min at room temperature with a CD45-positive selection cocktail and tetrameric antibody complexes. Tubes containing the mixture were placed in an EasySep™ magnet for 5 min, and the supernatant was discarded. Finally, magnetically labeled CD45^+^ cells were resuspended in FACS buffer. CD45-negative or -positive samples were stained with monoclonal antibodies (**Table S1**). All events were analyzed using a CytoFLEX flow cytometer (Beckman Coulter, CA, USA). Kaluza Analysis version 2.1.1 (Beckman Coulter) and FlowJo version 10.5.3 (BD) software were used to analyze the flow cytometric data. The representative gating strategies for overall analyses are represented in **Table S2**; **Figures S1**, **S2**.

### Intracellular staining

To carry out simultaneous analysis of interferon (IFN)-γ, single cell suspension samples were stimulated with 1 μM phorbol 12-myristate 13-acetate (Sigma-Aldrich, MO, USA) and ionomycin (Sigma) at 37 °C for 2 h. The Forkhead box P3/transcription factor staining buffer set (Thermo Fischer Scientific) was used to fix and permeabilize the cells, according to the manufacturer’s recommendations. The cells were stained with monoclonal antibodies for 30 min on ice (**Table S2; Figures S1, S2**).

### NanoString analysis

Using the MasterPure™ Complete RNA Purification Kit (Lucigen, MA, USA), RNA was isolated from the sorted intratumoral CD45^+^ cells. NanoString analysis was performed using an nCounter Analysis System (NanoString Technologies, WA, USA), and the nCounter Mouse Immunology Kit (NanoString, WA, USA), which contains 561 immunology-related genes found in mice. Fold-change values for each time phase were calculated based on the gene expression at baseline (n = 3 mice per group).

### Statistical analyses

A two-tailed Student’s t-test was performed to compare the expression levels of immune cell markers at different time points. One-way analysis of variance with Tukey’s *post-hoc* test was used to compare multiple elements. *P*-values less than 0.05 were considered to indicate statistical significance. All data are presented as mean ± standard error of the mean. GraphPad Prism version 9.0.0 (GraphPad Software, CA, USA) was used for all statistical analyses and diagrammatic data presentation.

## Results

### Definition of sequential time points in response to RT

Preliminary experiments were performed to explore the time-course phases in response to RT with fractionated 2 Gy × 5 and 7.5 Gy × 1 according to the comparable biologically effective dose (BED) for tumor cells. Based on the tumor growth delay curves after RT (**Figure 1A**), the following five time phases were determined to assess the dynamic alterations in PD-1/PD-L1 expression level and relevant immune cell compositions in the tumor microenvironment and spleen: baseline (non-irradiated status prior to RT), early (initial status immediately after the initiation of RT), middle (time period of RT effect with tumor shrinkage), late (stable status with maintained RT effect), and progression (delayed tumor regrowth observed with limited RT effect) (**Figure 1B**). By defining day 0 as the initiation of RT, the post-treatment time points of the early, middle, late, and progression were days 2 (T2), 7 (T7), 14 (T14), and 21 (T21), respectively. During the post-RT time course, RT with 2 Gy × 5 resulted in tumor volume regression to a lesser extent than the 7.5 Gy × 1 regimen (**Figure 1A**).

**Figure 1:**
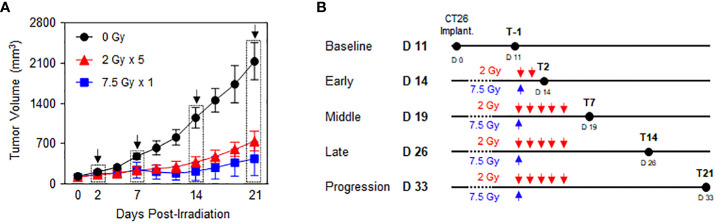
Time-course response phases following RT. CT26 cells were implanted in the right flank of six-week-old female BALB/c mice. After 12 d, the established tumors were locally irradiated with 2 Gy × 5 and 7.5 Gy × 1 (n = 3–4 mice per group). **(A)** Comparison of the tumor growth delay curves of mice irradiated with 0 Gy, 2 Gy × 5, and 7.5 Gy × 1: time points of the surgical evaluation are indicated by dotted rectangles with arrows. **(B)** Details of the radiation dose regimens and post-radiation time points of the surgical evaluation. These figures are based on the representative data obtained from at least two independent experiments. Abbreviation: RT, radiotherapy.

### Upregulated PD-L1 expression levels on tumor cells and intratumoral immune cells with sequential alterations

PD-L1 expression levels in CT26 tumor cells, gated with a CD45-negative population, showed an increasing tendency following RT, especially during the middle (T7) to late (T14) phases. (**Figure 2A**). The mean fluorescence intensity (MFI) levels of PD-L1 in the 2 Gy × 5 and 7.5 Gy × 1 groups were significantly elevated from the middle (T7) phase (*P* = 0.003 and < 0.001 for 2 Gy × 5 and 7.5 Gy × 1 vs. baseline, respectively). In the progression (T21) phase, the PD-L1 levels declined again, and were comparable to those at baseline (**Figure 2B**). Compared to 0 Gy at this time phase, the PD-L1 level of irradiated mice was higher, suggesting that the RT effect remained. RT increased the PD-L1 expression levels during the middle (T7) phase in intratumoral MDSCs (**Figures 2C–E**), tumor-associated macrophages (TAMs) (**Figures 2F–H**), and dendritic cells (DCs) (**Figures 2I–K**). In MDSCs, the PD-L1 levels had a greater increase with 2 Gy × 5 than 7.5 Gy × 1 (*P* < 0.001 and *P* = 0.042 for 2 Gy × 5 and 7.5 Gy × 1 vs. 0 Gy, respectively), and the tendency was maintained until the progression (T21) phase (*P* = 0.041 for 2 Gy × 5 vs. 7.5 Gy × 1). The expression level was highest in non-irradiated mice (0 Gy) at the end of the observation, which also supports the limited RT effect in the 2 Gy × 5 group.

**Figure 2:**
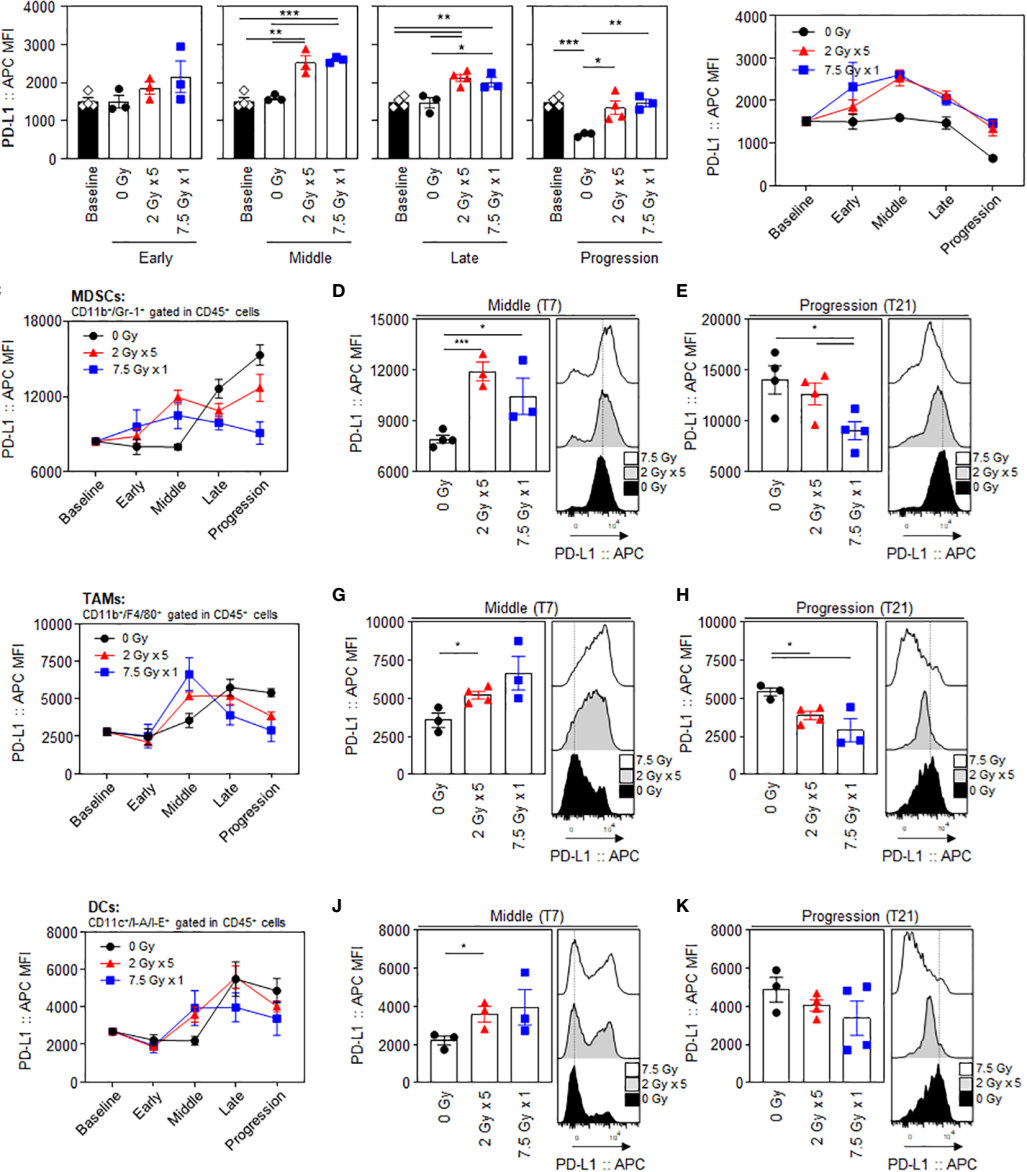
Radiation-induced increase and dynamic alterations in PD-L1 expression levels in tumor cells and intratumoral MDSCs, TAMs, and DCs. Sequential alterations in the PD-L1 MFI values of tumor cells depicted using **(A)** individual bar and **(B)** line graphs. PD-L1 MFI values in MDSCs depicted using **(C)** line graphs, and a comparison of the experimental groups at the **(D)** middle (T7) and **(E)** progression (T21) phases: black dashed lines indicate the geometric mean values of 0 Gy at each time point. PD-L1 MFI values of **(F–H)** TAMs and **(I–K)** DCs: **(F, I)** line graphs and comparisons of the experimental groups at the **(G, J)** middle (T7) and **(H, K)** progression (T21) phases. All data are presented as mean ± SEM. ^*^ *P* < 0.05, ^**^ *P* < 0.01, and ^***^ *P* < 0.001 based on unpaired two-tailed *t*-test. Results of one-way ANOVA analyses for each time phase are listed in **Table S4**. These figures are based on the representative data obtained from at least two independent experiments. The histograms of **(D, E)**, **(G, H)**, and **(J, K)** are from representative individual samples. Abbreviations: PD-L1, programmed death ligand-1; MDSCs, myeloid-derived suppressor cells; TAMs, tumor-associated macrophages; DCs, dendritic cells; MFI, mean fluorescence intensity; SEM, standard error of the mean; ANOVA, analysis of variance.

### Elevated PD-1 expression level on tumor-infiltrating CD8α^+^ T cells and its maintenance until tumor progression

Unlike other T cell subsets, intratumoral CD8α^+^ T cells displayed dynamic changes in the proportion of PD-1^+^ cells following RT. Treatment with 7.5 Gy × 1 caused an abrupt increase in the expression levels of PD-1 in CD8α^+^ T cells in the middle (T7) phase (*P* < 0.001 for 7.5 Gy × 1 vs. baseline). However, the effect with 2 Gy × 5 was initiated in the late (T14) phase (*P* < 0.001 for both comparisons of 2 Gy × 5 and 7.5 Gy × 1 vs. baseline): the RT-induced elevation in PD-1 level was also commonly observed as compared to the 0 Gy group (*P* = 0.006 and 0.001 for comparisons of 2 Gy × 5 and 7.5 Gy × 1 vs. baseline, respectively). The elevated PD-1^+^CD8α T-cell population in the irradiated mice was persistently maintained until the last progression (T21) phase, which was valid in both comparisons with the baseline (*P* = 0.001 and < 0.001 for 2 Gy × 5 and 7.5 Gy × 1, respectively) and 0 Gy (*P* = 0.033 and 0.012 for 2 Gy × 5 and 7.5 Gy × 1, respectively) (**Figure 3A**). Meanwhile, the expression levels of PD-1 in CD4 T cells and Tregs were moderately increased with 2 Gy × 5 at the late (T14) phase (**Figures 3B, C**) compared to levels in mice administered 0 Gy.

**Figure 3:**
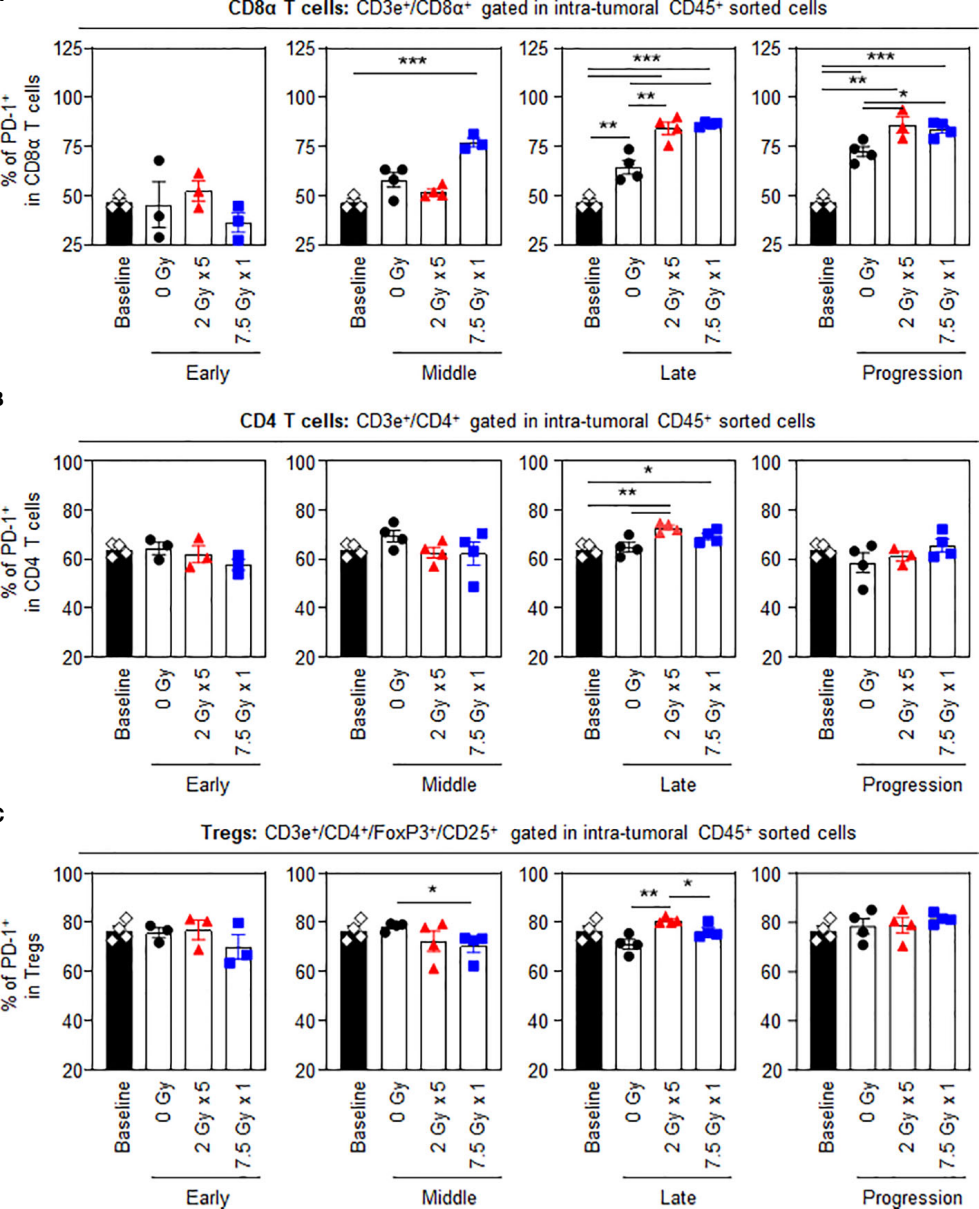
PD-1 levels in intratumoral T-cell subsets following RT. Altered proportions of intratumoral **(A)** PD-1^+^CD8α T, **(B)** PD-1^+^CD4 T, and **(C)** PD-1^+^ Treg cells for each time phase. All data are presented as mean ± SEM. ^*^ *P* < 0.05, ^**^ *P* < 0.01, and ^***^ *P* < 0.001 based on unpaired two-tailed *t*-test. Results of one-way ANOVA analyses for each time phase are listed in **Table S4**. These figures are based on the representative data obtained from at least two independent experiments. Abbreviations: PD-1, programmed death-1; RT, radiotherapy; Treg, regulatory T; SEM, standard error of the mean; ANOVA, analysis of variance.

### Effects of local RT on PD-1 expression level on splenic T cells

When the potential systemic antitumor responses following RT were evaluated, the proportions of splenic T-cell subsets were not found to significantly change after local RT (**Figure 4**). However, the frequency of splenic PD-1^+^CD8^+^ T cells was increased by 7.5 Gy × 1 and 2 Gy × 5 in the middle (T7) and late (T14) phases, respectively, which was valid in both comparisons with the baseline and 0 Gy. In particular, in the 2 Gy × 5 group, the increased pattern continued to the progression (T21) phase (**Figure 5A**). The proportions of PD-1^+^CD4^+^ T and PD-1^+^ Treg cells were also elevated with 2 Gy × 5 over the late (T14) and progression (T21) phases, which did not occur with 7.5 Gy × 1 (**Figures 5B, C**).

**Figure 4:**
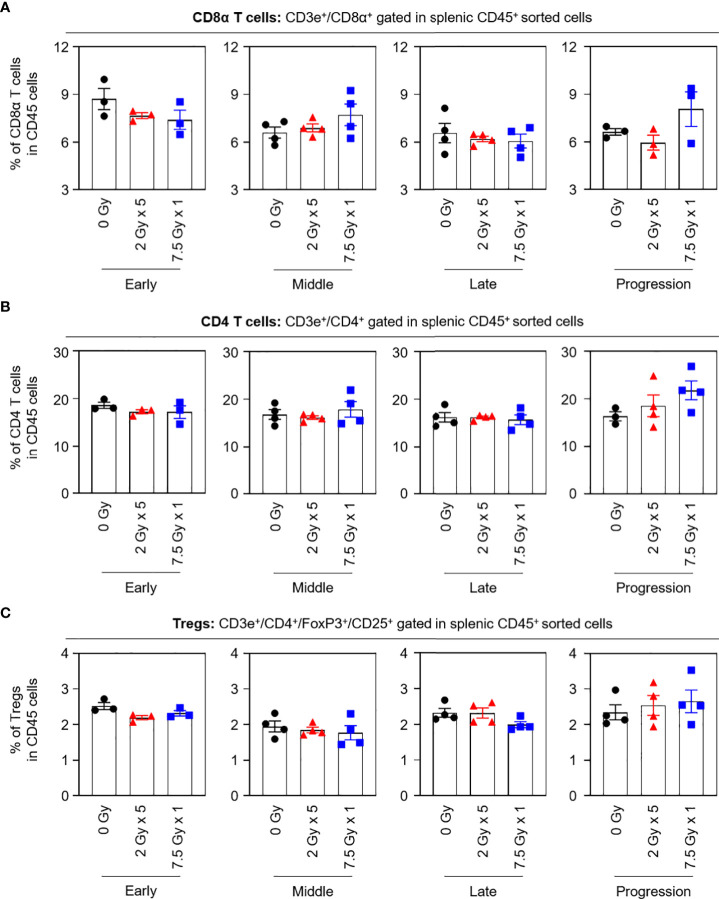
Compositions of the splenic T-cell subsets. Proportions of **(A)** CD8α T, **(B)** CD4 T, and **(C)** Tregs in each time phase. These figures are based on the representative data obtained from at least two independent experiments. Abbreviation: Tregs, regulatory T cells; ANOVA, analysis of variance.

**Figure 5:**
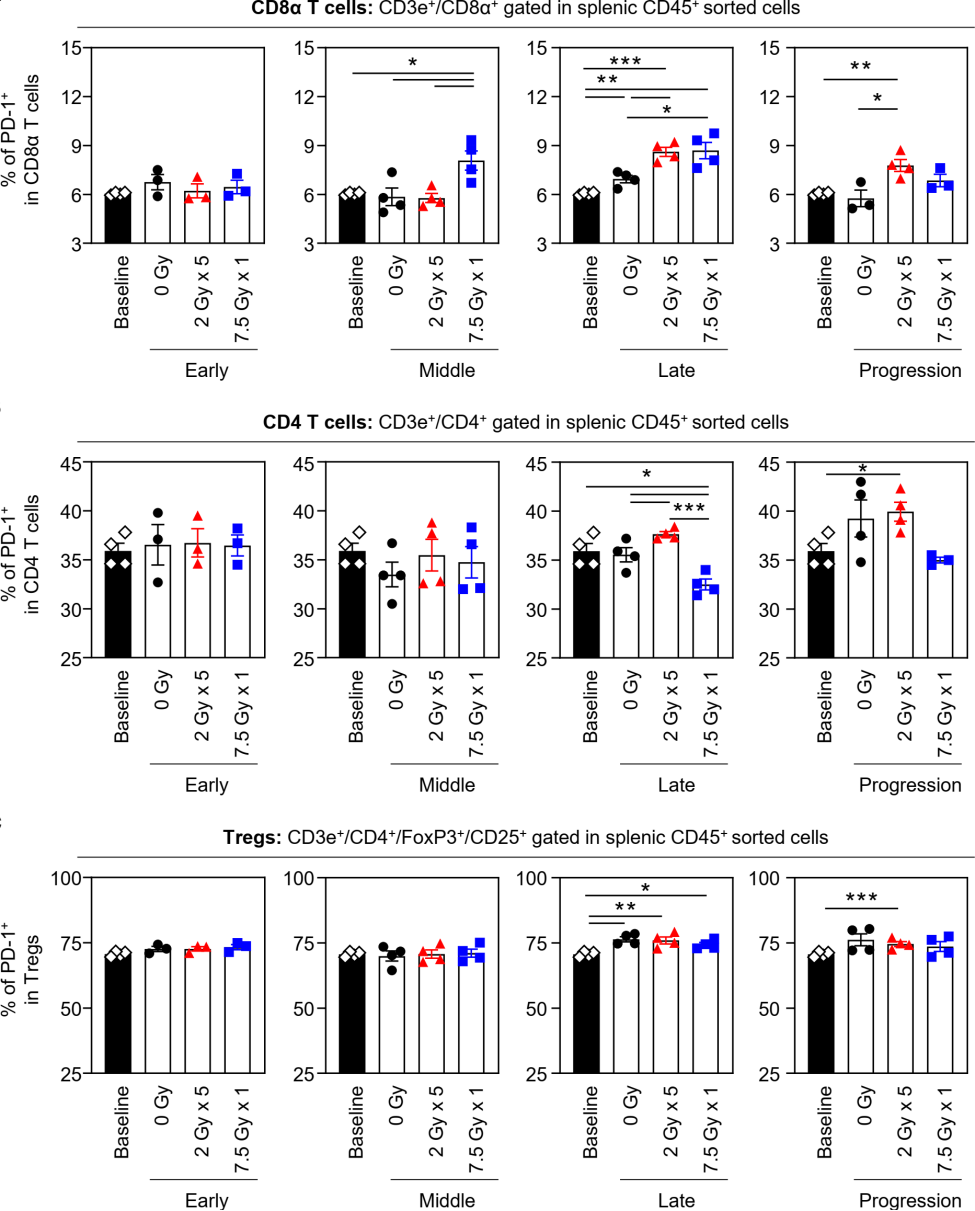
Effects of local RT on splenic PD-1^+^ T-cell subsets. Altered proportions of splenic **(A)** PD-1^+^CD8α T, **(B)** PD-1^+^CD4 T, and **(C)** PD-1^+^ Treg cells for each time phase. All data are presented as mean ± SEM. ^*^ *P* < 0.05, ^**^ *P* < 0.01, and ^***^ *P* < 0.001 based on unpaired two-tailed *t*-test. Results of one-way ANOVA analyses for each time phase are listed in **Table S4**. These figures are based on the representative data obtained from at least two independent experiments. Abbreviations: RT, radiotherapy; PD-1, programmed death-1; Treg, regulatory T; SEM, standard error of the mean; ANOVA, analysis of variance.

### RT-induced alterations in the proportion of IFN-γ^+^CD8α T cells and median fluorescence intensity

The frequencies of CD8α^+^ T cells secreting IFN-γ tended to increase following RT, and this tendency was maintained until the progression (T21) phase (**Figures 6A, B**). With 7.5 Gy × 1, the proportion of IFN-γ^+^CD8α T cells was found to be elevated from the middle (T7) phase and was maintained over the late (T14) and progression (T21) phases, which was valid in both comparisons with baseline (*P* < 0.001, *P* = 0.011, and 0.033 for T7, T14, and T21, respectively) and 0 Gy (*P* = 0.005, 0.012, and 0.021 for T7, T14, and T21, respectively). However, in mice irradiated with 2 Gy × 5, an alteration was observed in the late (T14) phase.

**Figure 6:**
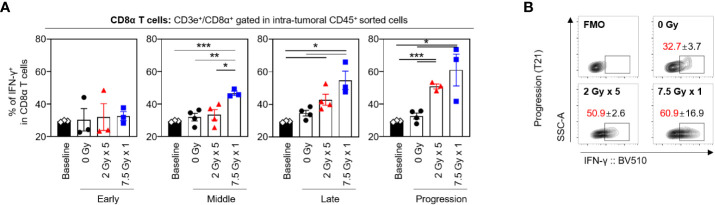
Sequential changes in the population of the intratumoral effector CD8α T cells after RT. **(A)** Altered proportions of IFN-γ^+^CD8α T cells at each time phase. **(B)** Representative contour plot images of the IFN-γ^+^ population at the progression phase. All data are presented as mean ± SEM. ^*^ *P* < 0.05, ^**^ *P* < 0.01, and ^***^ *P* < 0.001 based on unpaired two-tailed *t*-test. Results of one-way ANOVA analyses for each time phase are listed in **Table S4**. These figures are based on the representative data obtained from at least two independent experiments. The contour plots of **(B)** are from representative individual samples. Abbreviations: RT, radiotherapy; IFN, interferon; SEM, standard error of the mean; ANOVA, analysis of variance.

### Transcriptional status of immune-stimulatory and inhibitory genes depending on the post-RT time phases

Based on the directed global significance statistics of the transcriptomic data, the transcription levels of gene sets related to immunomodulation were upregulated in the middle (T7) phase. 

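The transcriptomic data are nCounter counts of RNA from CD45+ cells, the leukocyte fraction, sorted from CT26 tumors, a mouse colon carcinoma grown in BALB/c mice. nCounter counts barcoded probes hybridized to RNA without amplification. The deposited tables hold 13 samples, 1 per condition: baseline, and T2, T7, T14 and T21 with no irradiation (0 Gy), a single dose of 7.5 Gy or 5 planned doses of 2 Gy. The paper counts days from the start of irradiation, and its text does not state how many of the 5 doses preceded T2. The 2 Gy × 5 sample of T2 may therefore come from within the course. With 1 sample per condition there was no replicate check, so a comparison of 2 samples is described without a test, and intervals cover counting error only. The methods give 3 mice per group; whether each sample is a pool of them is not stated in the deposited tables. The panel has 547 immune genes and 14 housekeeping genes, with 8 negative and 6 positive control probes. Total counts were 199802 at baseline. After 0 Gy, 2 Gy × 5 and 7.5 Gy × 1, they were 179579, 416217 and 332531 at T2 and 263928, 282568 and 448071 at T7. In the same order they were 166307, 675847 and 217723 at T14 and 171345, 241239 and 175689 at T21.

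The normalized values used here are the authors' own. Each sample was scaled by 1 factor to the same geometric mean of its 14 housekeeping genes, and values under the geometric mean of its negative controls were set to that mean. The analysis kept the 415 genes whose mean count over all samples exceeded a background of 13.1 counts, the mean plus 2 SD of the negative controls averaged over the samples. A gene was counted as higher or lower at a 2-fold difference from baseline. Gene values are log2 fold changes from baseline, 2 Gy × 5 first and 7.5 Gy × 1 second, unless stated otherwise. Where the count of 1 of the 2 samples was at background, an "at least" fold is given. Gene groups are 22 lists fixed before the data were examined, since the paper's text does not name the members of its gene sets; group medians are in log2.

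The samples were read in 3 runs. Run 1 held the T7 samples and the 2 Gy × 5 sample of T14, run 2 the other T14 samples and those of T21, and run 3 baseline and T2. A comparison with baseline therefore crosses runs at T7, T14 and T21. The 0 Gy sample of the same phase shared a run with both irradiated samples at T2, T7 and T21, and with 7.5 Gy × 1 alone at T14. Housekeeping scaling also sets the level of the whole panel. With a median of ratios over the 415 genes in its place, their median moved by −0.63 and −0.78 at T7, by −0.18 and −0.25 at T14 and by 0.40 in the 7.5 Gy × 1 sample of T21.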

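At T7 many genes of innate sensing, interferon responses, antigen presentation and cytotoxicity were higher than baseline in both irradiated samples. Of 30 innate sensing genes, 20 and 21 were higher than baseline and none was lower, with medians of 1.37 and 1.39. Relative to the 0 Gy sample of T7, from the same run, these medians were 0.54 and 0.66, and those of all 415 genes 0.42 and 0.48. The genes higher than baseline include Irf7, the transcription factor that amplifies type I interferon production, at 2.77 and 2.37, the myeloid receptor gene Clec5a at 2.35 and 2.37, and Tlr9, a sensor of unmethylated DNA, at 3.07 and 2.07. Tlr5, the flagellin receptor, was at least 5.13-fold and 3.15-fold higher. Of 28 interferon-gamma response genes, 20 and 21 were higher, with medians of 1.51 and 1.77. Examples are the Fc receptor gene Fcgr1 at 3.02 and 2.97, the GTPase gene Irgm1 at 2.46 and 2.88, and the peptide transporter gene Tap1 at 2.29 and 2.68. Type I interferon response genes had 10 of 13 higher in both samples, among them Stat2, which carries the interferon signal to the nucleus, at 2.23 and 2.09, and Ifitm1, an antiviral membrane protein gene, at 2.29 and 2.54. All 8 genes of MHC class II presentation were higher, H2-Ab1 at 2.15 and 2.33, and 4 of 8 genes of MHC class I presentation. The MHC class II difference was also seen without irradiation, with 6 of 8 genes higher and a median of 1.48 in the 0 Gy sample of T7, relative to which 1 and 0 of 8 were 2-fold higher. CD8 and cytotoxic markers were higher in 10 of 12 cases in both samples, including perforin, Prf1, at 2.44 and 2.10, Gzmb at 2.06 and 1.61 and Cd8a at 1.48 and 2.40. In the edgeR tests given below, which include 0 Gy, 8 of these 12 markers rose from T2 to T7. Against 0 Gy over all phases, 0 of the 12 passed for either regimen, with medians of 0.20 and 0.29. The medians of all these groups stayed above baseline with median of ratios and with total endogenous counts, but scaled to 7 pan-leukocyte genes, an alternative added after the values had been seen, those of innate sensing, at −0.12 and −0.11, type I interferon response and MHC class I presentation lay below it in both samples, and Cd8a after 2 Gy × 5 was at −0.01.

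Myeloid genes had the largest folds. Neutrophil and MDSC markers were higher in 8 and 10 of 10 cases, with medians of 2.67 and 3.08, led by the calgranulin genes S100a9 at 4.55 and 5.90 and S100a8 at 4.01 and 5.46. In the 0 Gy sample of T7, from the same run, S100a9 was at 4.43 and S100a8 at 3.76, and 7 of the 10 markers were higher; relative to that sample 2 and 7 of 10 were. Monocyte and macrophage markers were higher in 11 of 15 cases in both samples, such as Fcgr4 at 3.12 and 3.32, and in 11 after 0 Gy, while the scavenger receptor gene Cd163 was at −1.06 and at least 6.29-fold lower, and at −1.16 after 0 Gy. In the same samples the markers of CD45-negative cells had medians of −0.62 and −0.97.

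Inflammatory response genes were higher in 16 and 19 of 35 cases, T cell activation and co-stimulation genes in 13 and 12 of 29, cytokines in 8 and 13 of 26 and immunosuppressive mediators in 9 and 10 of 23. Of all 415 genes 156 and 173 were higher, a share close to those of T cell activation genes and immunosuppressive mediators. The T cell groups hold the co-stimulatory ligand genes Tnfsf14, at 2.47 and 2.64, and Icosl, at 2.39 and 2.07; Icosl was at 2.19 after 0 Gy, which leaves 0.20 and −0.12 relative to that sample. Among cytokines, Il15, which sustains NK and CD8 T cells, was at least 5.54-fold and 7.97-fold higher, and Il18, which induces IFN-γ, was at 2.39 and 2.14. The immunosuppressive group holds the inducible nitric oxide synthase gene Nos2, at 2.45 and 4.10, Cd274, which encodes PD-L1, at 2.23 and 2.72, and the ectonucleotidase gene Entpd1, at 2.27 and 2.73. Chemokines were mixed, with 5 and 8 of 22 higher and 3 and 4 lower. Cxcl9, which attracts T cells, was at 1.80 and 2.78, whereas Cxcl12, a stromal chemokine, was at −2.48 and at least 7.90-fold lower, and at least 6.42-fold lower after 0 Gy. T cell markers were higher in 1 and 2 of 11 cases and CD4 and Treg markers in 0 of 9. The remaining groups were NK cell markers with 3 of 4 higher in both samples, dendritic cell markers with 4 and 6 of 8, B cell markers with 3 and 2 of 6, complement with 4 and 5 of 14 and immune checkpoints with 3 of 7 in both.

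The median of all 415 genes was itself 0.58 and 0.73 above baseline. The 6 groups closest to the gene sets of Figure 7A, which are chemokines, cytokines, inflammatory response, innate sensing, T cell activation and immunosuppressive mediators, all had medians above baseline. With median of ratios 2 and 5 of the 6 did and with total endogenous counts 1 and 2; after 2 Gy × 5 either scaling moves cytokines, chemokines, T cell activation and immunosuppressive mediators below baseline, and total endogenous counts also the inflammatory response. In the 0 Gy sample of T7, 4 of the 6 medians were above baseline, and relative to that sample, read in the same run, all 6 were higher after both regimens, though with median of ratios or total endogenous counts chemokines, cytokines, innate sensing or immunosuppressive mediators lay below it in 1 or both samples. Scaled to the pan-leukocyte genes, 0 of the 6 medians were above baseline and all 6 lay below the 0 Gy sample after both regimens.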

Unlike the 2 Gy × 5 group, the elevated levels in the 7.5 Gy × 1 group were abruptly downregulated (**Figure 7A**). Similarly, as depicted in the volcano plots of 7.5 Gy × 1, the number of upregulated genes was maximal (n = 84) in the middle (T7) phase; however, many more genes (n = 112) were abruptly downregulated in the late (T14) phase (**Figure 7B**). 

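After 7.5 Gy × 1 the medians of all 6 groups were lower at T14 than at T7, though still above baseline at 0.12 to 0.54, and at T21 they lay between −1.15 and 0.19. After 2 Gy × 5 they lay between −0.31 and 0.59 at T14 and between −0.39 and 0.85 at T21. Innate sensing genes were 2-fold higher in 8 of 30 cases in both samples at T14 and in 7 and 2 at T21. Irf7 was at 0.55 and 1.51 at T14 and at 1.42 and 0.60 at T21, and Irak3, a brake on Toll-like receptor signaling, was at 1.87 and 0.60 at T21. Inflammatory response genes were higher in 11 and 10 of 35 cases at T14 and in 14 and 10 at T21. S100a9 was highest after 2 Gy × 5 at T14, at 5.99, against 3.60 after 7.5 Gy × 1, and was at 5.05 and 4.25 at T21; after 0 Gy it was at 4.02 and 2.78. The neutrophil chemoattractant gene Cxcl3 was at 3.03 and 2.04 at T14.

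**Figure D1:**
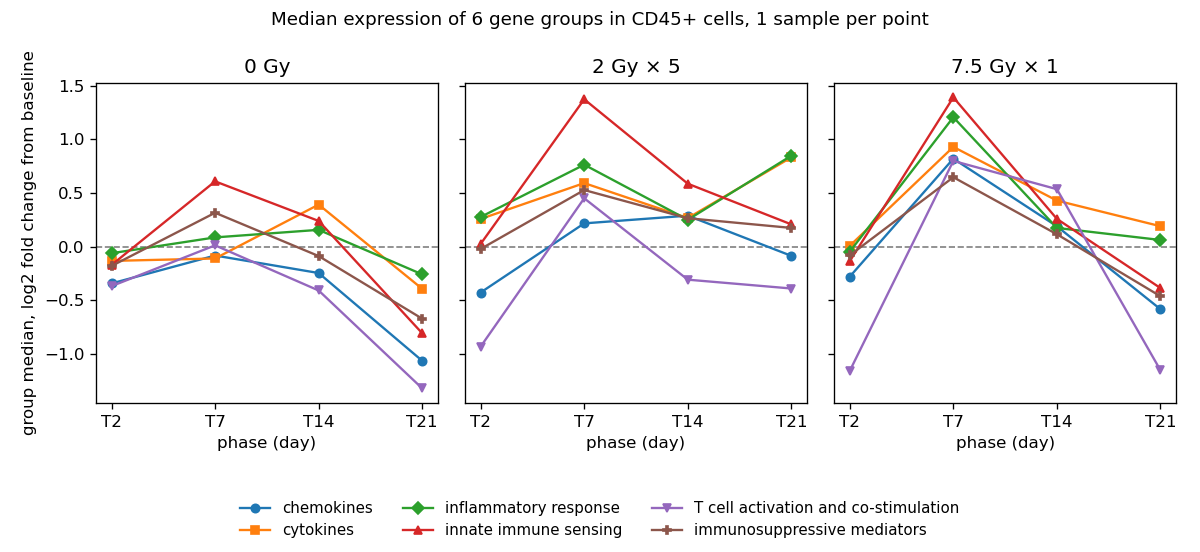
Medians of the log2 fold changes from baseline of the 6 gene groups, on the vertical axis, against the phase, on the horizontal axis, with a panel per regimen and 1 sample per point; lines join the phases and the dashed line is baseline. After 7.5 Gy × 1 all 6 medians are highest at T7, whereas after 2 Gy × 5 those of cytokines and the inflammatory response are highest at T21 and that of chemokines at T14.

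T cell genes followed another order. Of 29 T cell activation genes, 4 were higher and 7 lower after 2 Gy × 5 at T14, against 3 and 2 after 7.5 Gy × 1, and at T21 3 were lower after 2 Gy × 5 and 16 after 7.5 Gy × 1. The direction turns relative to the 0 Gy sample of T21, where the group's median was 1.02 after 2 Gy × 5. After 7.5 Gy × 1 it was among the 6 group medians of 0.21 to 0.46. The medians of all 415 genes were 0.71 and 0.21 in these comparisons. The T21 values of Icos, a co-stimulatory receptor gene, were −2.16 and −2.64, those of the adhesion receptor gene Cd2 −2.43 and −2.23, and those of the T cell receptor kinase gene Lck −0.74 and −1.76. In the 0 Gy sample of T21 Icos and Cd2 were at background, so that Icos was at least 1.76-fold and 1.27-fold and Cd2 at least 1.96-fold and 2.24-fold higher than in it; scaled to the pan-leukocyte genes, of these bounds only that of Cd2 after 7.5 Gy × 1 stays above 1, and with total endogenous counts that of Icos after 7.5 Gy × 1 does not. CD8 and cytotoxic markers were higher in 2 and 5 of 12 cases at T14, when Gzmb was at 0.18 and 1.79 and Cd8a at 0.74 and 1.96, and in 1 and 0 at T21. Macrophage markers were higher in 12 and 9 of 15 cases at T14 and in 3 and 1 at T21, whereas neutrophil and MDSC markers were higher in 8 and 7 of 10 at T14 and in 9 and 7 at T21.

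Antigen presentation genes did not move as 1 group. MHC class II genes were higher in 8 and 5 of 8 cases at T14 and in 2 of 8 in both samples at T21. Of the class II genes, H2-Eb1 was at 1.94 and 3.82 at T14, while H2-Aa was at 2.26 and −1.42 and then at −4.74 and −6.23 at T21. Relative to the 0 Gy sample of T14 these signs turn in part, with H2-Eb1 at −1.14 and 0.75 and H2-Aa at 3.82 and 0.15, the 2 Gy × 5 sample being from another run, and after 0 Gy H2-Aa was at −4.09 at T21. MHC class I genes were higher in 0 and 5 of 8 cases at T14 and in 4 of 8 in both at T21, with H2-K1, a heavy chain gene, at 0.32 and 2.87 at T14. Immunosuppressive mediators were higher in 5 of 23 cases in both samples at T14 and in 6 and 3 at T21, and Cd274 was at 0.82 and 0.87 at T14.

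H2-K1 is 1 of 57 genes for which the 5 samples of run 2 lie outside the range of the other 8, and the T14 samples of the regimens belong to different runs. With median of ratios 5 and 3 of the 6 medians were above baseline at T14 and 4 and 3 at T21, with total endogenous counts 0 and 2 and then 2 and 2, and scaled to the pan-leukocyte genes 0 and 0 and then 3 and 4. Under either of the first 2 scalings the medians of cytokines, T cell activation and immunosuppressive mediators after 7.5 Gy × 1 were not lower at T14 than at T7, nor was that of chemokines with total endogenous counts. Relative to the 0 Gy sample of the same phase, all 6 were higher after both regimens at T14 and at T21, while with total endogenous counts the chemokine median, among others, lay below it in all 4 cases, and scaled to the pan-leukocyte genes all medians did but that of T cell activation after 7.5 Gy × 1 at T14.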

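After 7.5 Gy × 1, 173 of 415 genes were at least 2-fold higher than baseline at T7 and 23 were lower, against 11 higher and 104 lower at T2, 85 and 34 at T14, and 37 and 105 at T21. After 2 Gy × 5 the numbers were 10 and 50 at T2, 156 and 15 at T7, 88 and 34 at T14, and 75 and 51 at T21. The highest genes after 7.5 Gy × 1 at T7 included Cxcr2, the chemokine receptor of neutrophils, at 4.38, and Csf3r, the receptor of granulocyte colony-stimulating factor, at 3.82. The lowest included the fibronectin gene Fn1 at −1.88, the chemokine gene Ccl8 at −1.75, against −1.78 after 0 Gy, and the transcription factor gene Tcf4 at −1.70. At T14 the highest were H2-Eb1, S100a9 and Hcst, an adaptor gene of activating NK receptors, at 3.21. The lowest at T14 were a transcript named only by its accession in the files, at −3.73, Hif1a, the hypoxia-inducible factor, at −2.43, and Lilrb4a, an inhibitory myeloid receptor, at −2.25, all of which separate run 2 from the other samples.

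The genes higher after both regimens were 148 at T7, 47 at T14, of 88 and 85, and 36 at T21, of 75 and 37. Both regimens share the 1 baseline sample, which favors overlap. Relative to the 0 Gy sample of the same phase, also shared, 62 genes were higher after both at T7, of 80 and 92. At T14 there were 16, of 66 and 49, the 2 Gy × 5 sample being from another run, and at T21 57, of 146 and 58. Of the 173 genes higher at T7 after 7.5 Gy × 1, 65 were still 2-fold higher than baseline at T14 and 2 had become lower. Of the 156 after 2 Gy × 5, 76 were still higher and none was lower. Compared with T7 itself, a setting chosen after the values had been seen, 113 of the 415 genes were at least 2-fold lower at T14 after 7.5 Gy × 1 and 27 higher, against 78 and 12 after 2 Gy × 5 and 64 and 29 after 0 Gy. The median change of the genes that had been higher at T7 was −1.01, −0.76 and −0.63, in that order. Choosing genes by their T7 value favors a fall. The step from T7 to T14 stays in run 1 for 2 Gy × 5 and crosses to run 2 for the others. Total endogenous counts moved the all-gene medians against baseline by −1.07 and −0.37 at T7 and T14 after 7.5 Gy × 1. The shifts were −0.85 and −0.72 after 2 Gy × 5 and −0.40 and −0.14 after 0 Gy. The order of the 3 falls therefore depends on the scaling.

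These numbers depend on the reference sample and the scaling. The 0 Gy samples had 79 genes higher than baseline and 25 lower at T7, 55 and 63 at T14, and 21 and 158 at T21. Relative to them, 7.5 Gy × 1 had 15 genes higher and 71 lower at T2, 92 and 7 at T7, 49 and 3 at T14, and 58 and 10 at T21, and 2 Gy × 5 had 11 and 23, 80 and 7, 66 and 27, and 146 and 2. With median of ratios the split against baseline after 7.5 Gy × 1 was 26 higher and 77 lower at T2, 75 and 90 at T7, 62 and 58 at T14, and 58 and 63 at T21, and after 2 Gy × 5 it was 22 and 37, 87 and 68, 72 and 49, and 72 and 58. With total endogenous counts the split at T7, T14 and T21 was 65 and 90, 31 and 127, and 50 and 96 after 2 Gy × 5, and at T7 and T14 it was 44 and 117, and 57 and 78 after 7.5 Gy × 1. From its directed global significance statistics, the paper states that immunomodulatory gene sets were upregulated at T7 and then abruptly downregulated after 7.5 Gy × 1.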

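Of the 62 genes readable in Figure 7D and Figure S3, 61 were matched on the panel and exceeded background. T7 was the phase of the highest value for 38 of them after 2 Gy × 5 and 41 after 7.5 Gy × 1, and also for 33 after 0 Gy. Of all 415 genes it was so for 235, 228 and 206, in that order, so much of this peak is shared by the panel. At T7, 24 and 29 of the 61 were at least 2-fold higher than baseline, as were 156 and 173 of all 415. Among the 61, the bacterial sensor gene Nod2 was at 2.06 and 1.58, the monocyte homing receptor gene Ccr2 at 1.85 and 1.53, and the cytokine gene Il27 at 2.08 and 1.97. Tgfb1, which encodes transforming growth factor β, was at 1.26 and 1.21, and of the co-stimulatory genes Cd86 was at 1.39 and 1.05 and Cd40 at 1.13 and 0.89. Scaled to the pan-leukocyte genes, these 3 genes lay below baseline in both samples, and with total endogenous counts Cd86 and Cd40 did after 7.5 Gy × 1.

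The T2 samples differed from baseline in other genes. After 2 Gy × 5, 7 of 10 neutrophil and MDSC markers were higher than baseline, and 4 of 10 than after 0 Gy, with S100a9 at 3.33 and Cxcr2 at 1.46, and Il10, an anti-inflammatory cytokine gene, was at 1.44. After 7.5 Gy × 1, S100a9 was at −1.11, and the higher genes included Stat2 at 1.62 and the chemokine genes Cxcl10 at 1.17 and Ccl2 at 1.15. T cell markers were lower in 7 and 8 of 11 cases at T2, CD4 and Treg markers in 6 of 9 in both, and the checkpoint gene Ctla4 was at −1.59 and −3.22. The 0 Gy sample of T2, read in the same run, had Ctla4 at −1.79, and 24 genes were lower in it than at baseline. At T21, 13 and 5 of the 61 genes were higher, including the feedback inhibitor gene Socs3 at 1.85 and 1.33 and the cytokine gene Mif at 1.69 and 1.64, which both separate run 2 from the other samples, while 4 and 13 were lower; after 0 Gy Socs3 was at 1.54 and Mif at 1.52.

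Phases were tested with edgeR over the 3 arms, with the arm as a block, on the 415 genes. At an adjusted p under 0.05, 113 genes rose and 108 fell from T2 to T7, against 100 and 86 at T14 and 54 and 45 at T21. Without the 7.5 Gy × 1 sample of T14, the T14 numbers were 74 and 43, and without the 7.5 Gy × 1 arm those of T7, T14 and T21 were 60 and 35, 42 and 14, and 28 and 25. At T14 60 rose and 50 fell without the 0 Gy arm, and at T21 19 and 24 did, against 27 and 20 without the 2 Gy × 5 arm. At T21 more genes fell than rose in DESeq2, with 67 and 78, and over all endogenous genes in edgeR they did at T14, with 91 and 95, and at T21, with 75 and 91. Ciita, the master regulator of MHC class II genes, rose by 2.38 (edgeR adjusted p = 0.000467) at T7, and Sele, the endothelial E-selectin gene, changed by −2.08 (edgeR adjusted p = 0.000853). At T7 all 8 MHC class II genes rose, and 10 of 15 macrophage markers, 8 of 12 CD8 and cytotoxic markers and 7 of 10 neutrophil markers did, while 8 of 10 markers of CD45-negative cells fell. Adjusted over the list alone, these numbers were 8, 10, 9, 7 and 8. At T14 H2-Eb1 was 3.77 above T2 (edgeR adjusted p = 5.38e-05), and at T21 Lilrb4a, a gene that separates run 2, was at −3.76 (edgeR adjusted p = 0.000888). The run that held T2 held no later phase, so the phase and the run cannot be told apart in these tests. With the housekeeping genes as library sizes, edgeR gave 183 genes higher and 21 lower at T7, 110 and 43 at T14, and 34 and 61 at T21, and limma gave 183 and 22, 112 and 46, and 33 and 66.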

Heatmap analysis also revealed RT-induced sequential alterations in the overall immune-stimulatory and inhibitory genes, showing sequentially altered patterns (**Figures 7C, D**).

**Figure 7:**
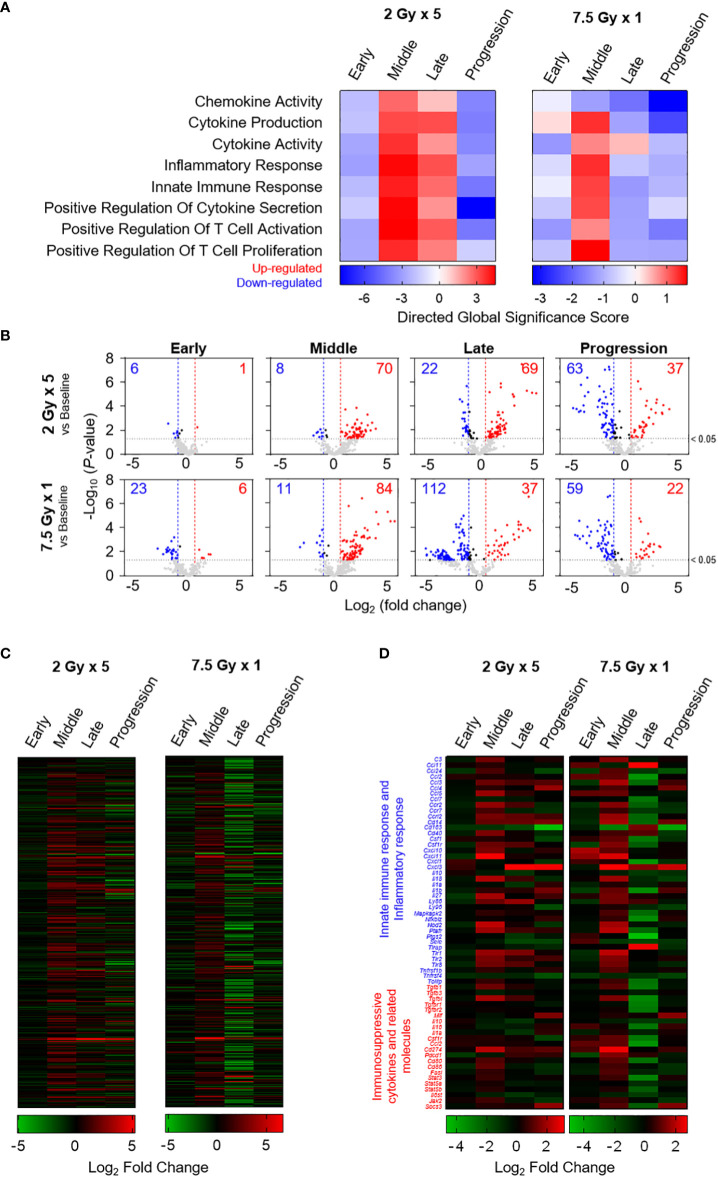
Transcriptomic analyses representing sequential alterations in the transcription levels of immunomodulatory gene sets. **(A)** Directed global significance scores revealing the altered patterns of categorized gene signatures. **(B)** Volcano plots representing the expression levels of transcripts at each time phase as indicated on each panel. Heatmaps are based on the mean Log_2_ fold-change values for the expression levels of **(C)** 382 genes and **(D)** selected genes related to innate immune response, inflammatory response, and immunosuppressive cytokines and related molecules. These figures are based on the representative data obtained from at least two independent experiments.

## Discussion

Owing to the impact of conventional cytotoxic therapies on tumor-targeting immune responses, we sought to quantitatively evaluate the dynamic characters of RT-induced alterations in PD-1/PD-L1 expression level and immune cell composition. PD-L1 expression levels in tumor cells and intratumoral MDSCs, TAMs, and DCs were upregulated following RT, mainly during the period of sufficient tumor regression. With tumor regrowth, PD-L1 levels in tumor cells were found to decrease to levels comparable to those at baseline. Compared to 7.5 Gy × 1, RT with 2 Gy × 5, calculated based on a comparable BED level, resulted in a higher frequency of PD-L1^+^ MDSCs with a lesser degree of tumor volume regression. Although local RT to the tumor site was not sufficient to potentiate alterations in splenic proportions of CD8α T, CD4 T, and Treg cells by themselves, the number of splenic PD-1^+^ T cells was significantly elevated and sustained with 2 Gy × 5. 

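Irradiated and unirradiated tumors were compared with the 4 phases taken as replicates. The 2 Gy × 5 sample of T2, which may come from within the course, is among them. In edgeR with the phase as a block, 5 genes were higher after 7.5 Gy × 1 than after 0 Gy and none was lower at an adjusted p under 0.05. Among them are Irf7, at 1.64 (standard error 0.32), Cfb, a factor of the alternative complement pathway, at 1.37 (standard error 0.29), and a transcript named only by its accession in the files, each with an edgeR adjusted p of 0.0308. That transcript was matched to no gene symbol, so the counts by group leave it out, even if a list names its gene. Stat2 passed as well, at 1.88 (standard error 0.42, edgeR adjusted p = 0.0392). The inhibitory ligand gene Cd274 was at 1.08 and missed the threshold, as did Irgm1 at 1.09 (both edgeR adjusted p = 0.061). For 2 Gy × 5 no gene passed, with 43 genes higher and 27 lower at an unadjusted p under 0.05 in edgeR. Its smallest edgeR adjusted p was 0.055, shared by Cd274 at 1.27 (standard error 0.26) and Irf7 at 1.49 (standard error 0.33). DESeq2 called 33 genes higher and 7 lower for 2 Gy × 5, and 14 and 1 for 7.5 Gy × 1, while limma on the authors' normalized values and edgeR with housekeeping library sizes called 0 for either. Between the regimens edgeR called 0 genes, with 16 and 10 at an unadjusted p under 0.05, DESeq2 called 1, limma called 0, and the smallest edgeR adjusted p was 0.673.

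By group, the type I interferon response genes had 0 of 13 higher after 2 Gy × 5 over all genes and 6 when adjusted over the list alone, and 2 and 5 after 7.5 Gy × 1. Interferon-gamma response genes had 0 of 28 and, adjusted over the list alone, 4 after 2 Gy × 5, and 1 and 5 after 7.5 Gy × 1. For the stimulatory side, innate sensing had 5 and 2 of 30 higher when adjusted over the list alone, and for the inhibitory side immunosuppressive mediators and checkpoints had 1 each after both regimens, Cd274. The lists share members, so their counts are not independent. Irf7 and Ifih1 are in the innate sensing and type I interferon lists, and Cd274 is also in the interferon-gamma list. S100a8, S100a9, Cxcr2, Il1b and Trem1 are in both the neutrophil and the inflammatory response lists. Neutrophil and MDSC markers had 8 of 10 higher adjusted over the list alone after 2 Gy × 5 and 0 after 7.5 Gy × 1, and inflammatory response genes 5 of 35 and 0. Over all genes 0 of either list passed for either regimen. After 7.5 Gy × 1, 9 of the 10 neutrophil and MDSC markers also lay above 0 Gy, with a median of 0.31. Tested between the regimens, 0 of either list passed over the list alone, though all 10 neutrophil and MDSC markers lay higher after 2 Gy × 5. Complement had 2 and 3 of 14 higher adjusted over the list alone, macrophage markers 2 and 0 of 15, and chemokines 0 and 2 of 22 with 1 lower in both, which is Cxcl13, the B cell chemoattractant gene. Markers of CD45-negative cells had 3 of 10 lower adjusted over the list alone after 2 Gy × 5 and 0 after 7.5 Gy × 1, and the other lists had 0. Within phases, Cd274 was 1.67 and 2.16 above the 0 Gy sample at T7 and 2.70 and 1.39 above it at T21. The samples of each of these phases were read together in 1 run. The T2 samples were as well, as were 0 Gy and 7.5 Gy × 1 at T14. Cd274 relative to 0 Gy is not given for those. Scaling to pan-leukocyte genes moved the all-gene medians relative to 0 Gy by −1.06 and −1.07 at T7 and −1.78 and −1.02 at T21. With median of ratios the shifts were −0.43 and −0.57, and −0.72 and −0.27. Each shift was smaller in size than the Cd274 value of the same sample.

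The 5 genes were 0 without the T7 samples, 0 without the T14 samples, 1 without T21 and 3 without T2, and 0 without the 7.5 Gy × 1 sample of T14 alone. With the run as a further term, a fit added after the values were seen, they were 2. Beside the phase, this term differs only for the 2 Gy × 5 sample of T14, so it sets that sample aside. It cannot correct 7.5 Gy × 1 against 0 Gy for the run, which these arms share in every phase. For 2 Gy × 5, edgeR called 3 genes higher without T2, and 9 higher and 1 lower over all endogenous genes.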

Based on the transcriptomic data of gene sets related to immunomodulation, RT stimulated the transcription of genes involved in both immune-stimulatory and inhibitory responses with sequentially altered patterns.

The upregulated PD-1/PD-L1 expression level with RT effects is in line with the results of previous *in vivo* studies (4, 5). However, this study initially sought to evaluate the phenomena according to the course of radiation responses. Immune-stimulating signals triggered by irradiation are well known to enhance T cell infiltration into tumor tissues, and antigen-specific binding of the T-cell receptor (TCR) molecule activates the *Pdcd1* gene (12). Also, TCR signaling induces the release of IFN-γ and various oncogenic signaling pathways, mainly contributing to the induction of PD-L1 expression (13). In our study, the elevated PD-L1 expression levels subsequently decreased after the regrowth, suggesting less potent PD-1/PD-L1 binding activity with tumor progression. 

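At T21 the interferon-gamma response genes lay on either side of baseline, with a median of 0.05 after 2 Gy × 5, which is −0.34 with total endogenous counts, and of −0.14 after 7.5 Gy × 1, which is 0.26 with median of ratios. Of 28 genes, 8 were at least 2-fold higher and 2 lower after 2 Gy × 5, and 7 were higher and 7 lower after 7.5 Gy × 1. The transcription factor gene Irf1, at −0.16 and −0.63, was within 2-fold of baseline, and so were the T cell chemokine genes Cxcl9, at −0.21 and 0.38, and Cxcl10, at 0.52 and −0.20. The receptor chains Ifngr1 and Ifngr2 were at −0.48 and −0.88, and at 0.62 and 0.46. On the suppressive side, Cd274 was at 1.64 (counting interval 1.44 to 1.85) and 0.33. Pdcd1, which encodes PD-1, was at 0.72 and −1.22, with counts near background. These are RNA values of all sorted CD45+ cells. The paper's PD-L1 and PD-1 levels are protein, read by flow cytometry on CD45-negative tumor cells and on separate immune cell types. RNA of the whole CD45+ fraction cannot check them. Jak2, the receptor kinase, was at −0.74 and −1.50, and Cd44, an adhesion receptor of activated T cells, at −0.58 and −1.22; both genes and Ifngr2 separate run 2 from the other samples. Tap1 was at 1.79 and 1.05, and Ifng itself was at background after 2 Gy × 5 and at 0.09 after 7.5 Gy × 1.

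The 0 Gy sample of T21, from the same run, lay lower, with an interferon-gamma group median of −0.88 and 11 of 28 genes lower than baseline. Relative to it the group median was 0.93 after 2 Gy × 5, with 11 genes higher and 0 lower, and 0.33 after 7.5 Gy × 1, with 4 higher and 1 lower, and the median of all 415 genes was itself 0.71 and 0.21. With median of ratios the group medians were 0.21 and 0.06 and with total endogenous counts 0.17 and −0.03, and scaled to the pan-leukocyte genes they turn to −0.85 and −0.69, all alternatives added after the values had been seen. In that comparison Irf7 was 3.01 and 2.19 higher. With 1 sample per regimen at T21, no test of a single phase was possible.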

Based on our exploratory analysis of the transcriptional status of IFN-γ-related genes, no significant post-RT alterations occurred in either the immunostimulatory or immunosuppressive responses at the end of the evaluation (**Figure S3**). Taken together, we suggest that the tumor-inflamed change *via* irradiation was mainly valid during the response of tumor regression, which was not persistently sustained after the regrowth status.

Interestingly, in the early phase, immediately after the initiation of RT, no significant effect was observed. Accordingly, the time interval of 1–2 days was insufficient for RT-induced alterations in the immunologic tumor microenvironment, which is consistent with the results of Kim et al. (14). For RT-induced immunogenic cell death, direct tumor cell-killing induces a surge in tumor antigen loading, and related cascade reactions consequently upregulate the expression levels of effector T cells and proinflammatory cytokines (15, 16). As the immune cell alterations by RT with 2 Gy × 5 appeared later and lasted longer than a single 7.5 Gy, such results suggest an association between the changeable PD-1/PD-L1 expression level and the dynamic nature of tumor shrinkage. Therefore, in line with the well-known principle regarding RT-induced effects, the tumoricidal effects of ionizing radiation might affect the immunomodulatory responses.

To better understand the differing alterations according to the dosing strategies, we compared fractionated 2 Gy × 5 and single 7.5 Gy based on a linear-quadratic model. Although a similar degree of tumor cell-killing was expected, RT with 2 Gy × 5 resulted in tumor volume regression to a lesser extent throughout the observation period. Regarding the varying degrees of radiotherapeutic efficacy, MDSCs play a crucial role in acquiring resistance to RT (17, 18). Lan et al. recently demonstrated that ablative hypofractionated RT reduced the recruitment of MDSCs and decreased PD-L1 expression levels in MDSCs compared with the conventional fractionated regimen (19). A dose-dependent differential tendency was also maintained until the end of the evaluation. Therefore, this study suggested that the hypofractionated RT regimen with a high daily dose, rather than conventional fractionation, might be less affected by the immunosuppressive function of MDSCs. As the dose regimens explored in this study existed within the range of doses used in real-world clinical settings, our results are expected to be relatively feasible for translation to patients. Indeed, these findings further substantiate the rationale for delivering a stereotactic hypofractionated boost to any residual radioresistant cancer tissue after a normofractionated radiotherapy course (20), as encouraged by some preliminary clinical results (21), including also inoperable stage III lung cancer patients who were incompletely responsive to standard radiochemotherapy (22). However, further investigations are necessary to establish an appropriate dose-fractionation strategy.

The abscopal effect is a systemic antitumor response to tumor lesions outside the local RT field that is unusually observed in clinical practice (23–25). Based on the synergistic pro-inflammatory effects induced by combining RT with α-PD-1/PD-L1 therapies, radioimmunotherapy has been considered as a therapeutic option to obtain the abscopal phenomenon (26–28). In our study, the proportion of splenic T-cell subsets was not markedly altered following RT, suggesting that the local RT effect was insufficient to elicit systemic changes in T cell-mediated immunity. However, the proportion of splenic PD-1^+^ T cells significantly increased from the middle (T7) or late (T14) phase, according to the dose regimens. In particular, RT with 2 Gy × 5 upregulated PD-1 levels in splenic CD8 T, CD4 T, and Treg subsets, and the alterations lasted longer than those with a single 7.5 Gy. Although inconclusive, our data of the 2 Gy × 5 group can be interpreted in line with other prior investigations that demonstrated a more substantial abscopal effect with fractionated regimens (19, 29).

This study had several limitations. In the absence of mechanistic analyses, we could not determine the underlying molecular mechanisms of the present results. However, preclinical observations at the macroscopic scale play a role in translating the mouse model results to humans and predicting clinical results (30). We also recognize that the novelty of this study might be questioned because other previous studies have also tested and reported the radiation effects on PD-1/PD-L1 expression levels (31–33). However, most previous studies have checked radiation-induced changes at one post-treatment time point. In our study, the sequential alterations were consecutively evaluated during and after completion of RT. Beyond the changes observed at one time point, we focused on how long such changes persisted and whether they changed again along the post-treatment timeline. To clarify the therapeutic role of RT in the contemporary era of immunotherapy, additional knowledge of the initiation and sustainability of radiation effects in the tumor-immune microenvironment is needed (34). Therefore, we would like to highlight that this is the first study to evaluate radiation-induced dynamic changes in PD-1/PD-L1-related immune cell profiles. Although each mouse-derived cancer cell line differs in terms of immunogenicity and radiosensitivity (35), we preferentially selected the CT26 cell line, which is radiosensitive and has highly immunogenic profile (36). The data of absolute numbers of tumor-infiltrating leukocytes may also be useful to assess the level of infiltration, but the relative changes in the expression level of PD-1/PD-L1, following RT, were determined as the primary outcome, regarding the scope of this study. Since our data were not additionally verified using other mouse tumor models of radioimmunotherapy, this study cannot be conclusive, but rather hypothesis-generating with support to other previous investigations. Nevertheless, for human cancers, a longitudinal assessment to quantify immune cell composition and immunomodulatory biomarkers within the tumor microenvironment inevitably accompanies invasive surgical procedures. Therefore, tracking tumor immune status during and after cytotoxic therapies is rare and less feasible in clinical practice. Overall, by providing *in vivo* data, the present study offers supportive knowledge for designing or interpreting clinical investigations regarding the combination of RT with immunotherapy.

In this study, local RT induced dynamic changes in the tumor immune status relevant to PD-1/PD-L1 expression. The altered profiles varied according to the time phases of tumor regression, suggesting the influence of the tumor cell killing and radiation dosing strategy on the tumor immune microenvironment. Further studies are warranted to evaluate the molecular mechanisms underlying these results.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE211916.

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of the Korea Institute of Radiological and Medical Sciences (Seoul, Republic of Korea).

## Author contributions

YJL and J-SK conceptualized and supervised this study with funding acquisition. YNY and MHC performed the experiments, formal analysis, and data presentation. WKC and MK assisted in determining the RT technique and dose regimens. YNY and YJL wrote the original draft. YNY, MHC, WKC, MK, J-SK, and YJL reviewed and edited the final manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Research Foundation of Korea (NRF) grants funded by the Korea government (Ministry of Science and ICT) (2019R1C1C1007994 and 2021R1C1C1005297 for YL, and 2020M2D9A2094153 and 2020R1A2C1004775 for J-SK).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Dynamic alterations in PD-1/PD-L1 expression level and immune cell profiles based on radiation response status in mouse tumor model
**Source:** Front Oncol. 2022 Nov 21;12:989190. doi: 10.3389/fonc.2022.989190
**Supplement:** Supplementary file 1

**
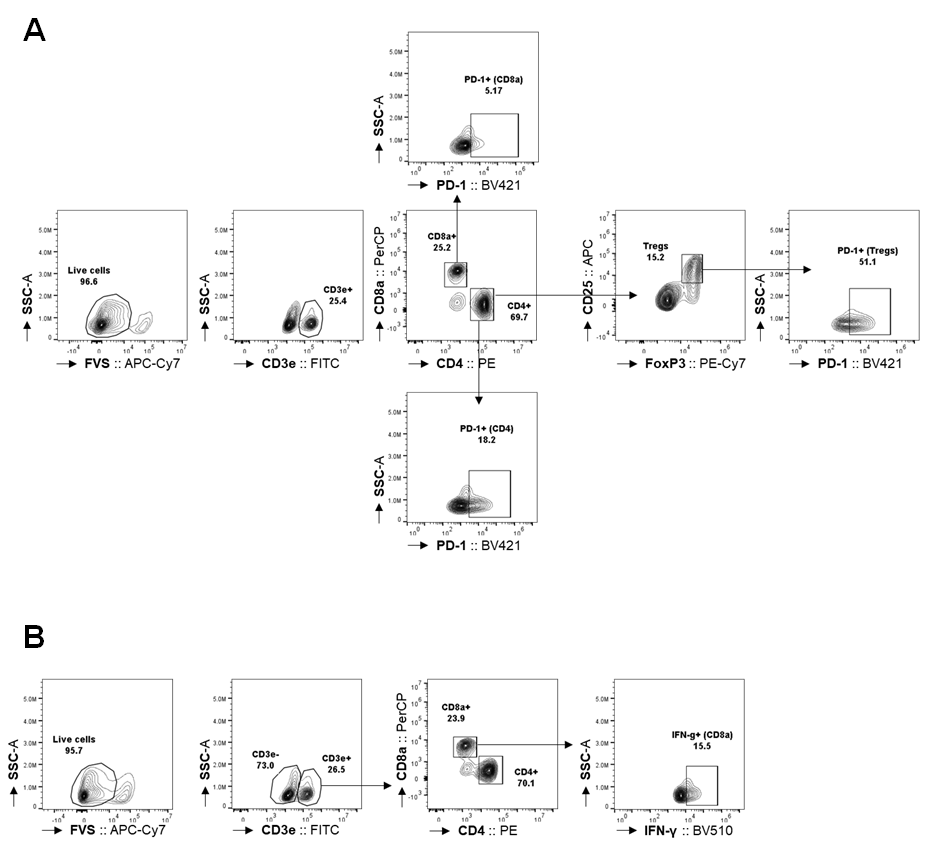
**

**Figure S1.** Gating Strategy for T-cell subsets. (A) Gating strategy of intratumoral and splenic T cells. After single cells were separated by plotting forward-scatter area against side-scatter area and forward-scatter height against width, dead cells were eliminated by gating on FVS-negative plots. All T cell subsets were gated on CD3e^+^ events and then CD8α T cells were distinguished with CD4 T cells. Gated on CD4^+^ events, the brightly stained FoxP3^+^CD25^+^ events were gated as regulatory T cells. (B) Gating strategy of stimulated CD8 α T cells. After gating on FVS^-^CD3e^+^CD8^+^CD4^-^, the brightly stained IFN-γ was analyzed.

**
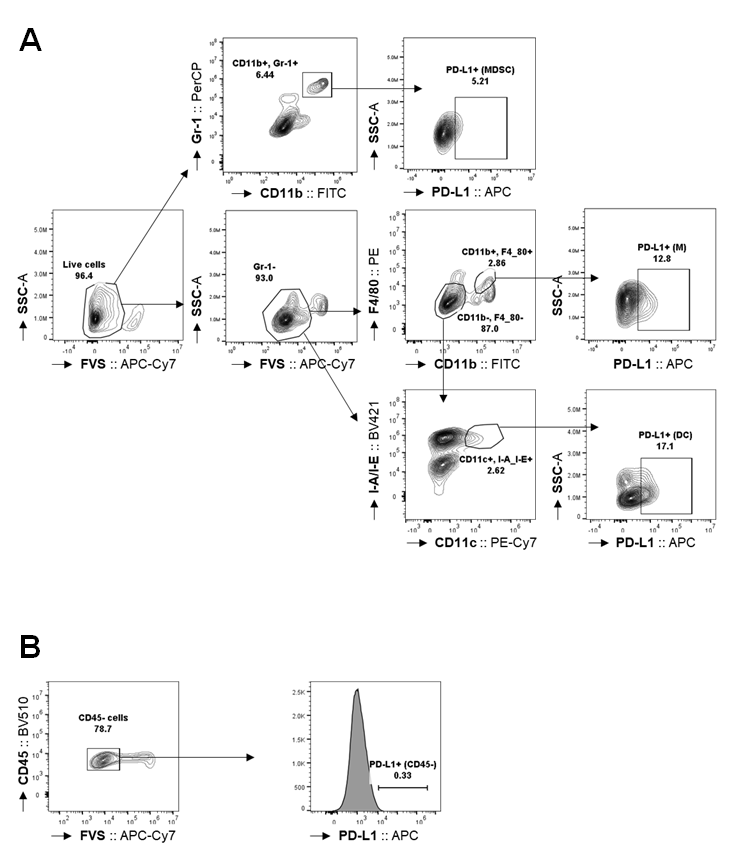
**

**Figure S2.** Gating Strategy for myeloid cells and tumor. (A) Gating strategy of intratumoral myeloid cells. After single cells were separated by plotting forward-scatter against side-scatter area and forward-scatter height against width, dead cells were eliminated by gating on FVS-negative plots. Myeloid-derived suppressor cells (MDSC) were separated by Gr-1^+^CD11b^+^, and macrophages and dendritic cells were gated on Gr-1^-^ events in advance. The brightly stained F4/80^+^CD11b^+^ was distinguished as macrophages (M) and CD11c^+^I-A/I-E^+^ was separated as dendritic cells (DC). (B) Gating strategy of tumor cells. Tumor cells were separated based on CD45^-^ and FVS-negative events.

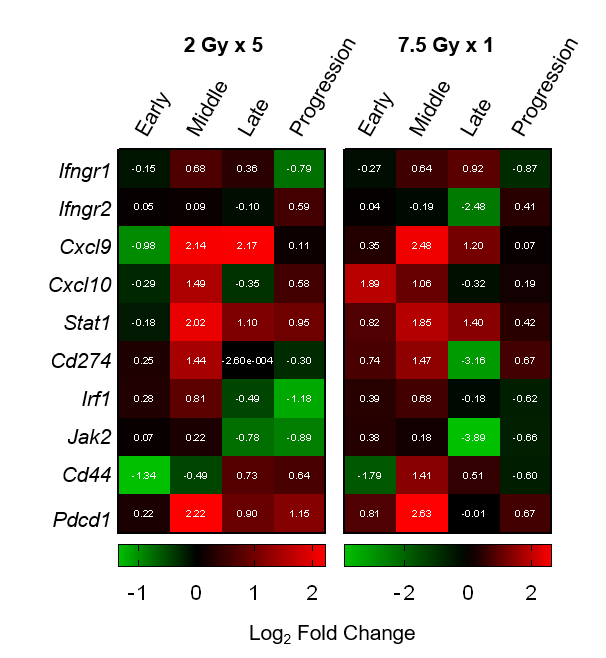

**Figure S3.** Radiation-induced sequential alterations in IFN-γ related genes with respect to immune-stimulatory and suppressive responses. Log_2_ fold change values for each time phase were calculated based on the gene expression at baseline. Abbreviation: IFN, interferon.

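Among these IFN-γ-related genes, the largest values in the data as scaled by the authors fall at T7. Irf1, a transcription factor of the pathway, was at 1.37 after 2 Gy × 5 and 1.96 after 7.5 Gy × 1, and Cd274 at 2.23 and 2.72. Cxcl10 was at 1.27 in both samples. In the 0 Gy sample of T7, Cxcl10 was at −0.79. Scaled to the pan-leukocyte genes, the T7 values of Cxcl10 turn to −0.22 and −0.23 and that of Irf1 after 2 Gy × 5 to −0.12. By T14 Irf1 was at −0.18 and −0.19, Cxcl9 was at 1.32 and 1.75, and Cxcl10 at −0.93 and 0.47. At T2, Cxcl9 was at −0.93 and −0.61, and Cd274 was at 0.71 and 0.09.

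At T7 the receptor and kinase genes were closer to baseline. Ifngr1 lay between −0.88 and 0.74 over the 8 irradiated samples and Ifngr2 between 0.06 and 0.62. Jak2 was at 0.87 and 0.70 at T7 and at −0.24 and −0.70 at T14, and Cd44 at 0.19 and 0.09 and at −0.52 and −0.72. At T21 Jak2, at −0.74 and −1.50, was farther from baseline than Irf1, Cxcl9 and Cxcl10. Pdcd1 was at −1.69 at T2 after 2 Gy × 5 and at least 2.87-fold lower after 7.5 Gy × 1, and at −0.39 and 0.88 at T14. Its counts were near background, so these folds carry the widest counting error of the 10 genes.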

**Table S1.** List of monoclonal antibodies used for flow cytometry.

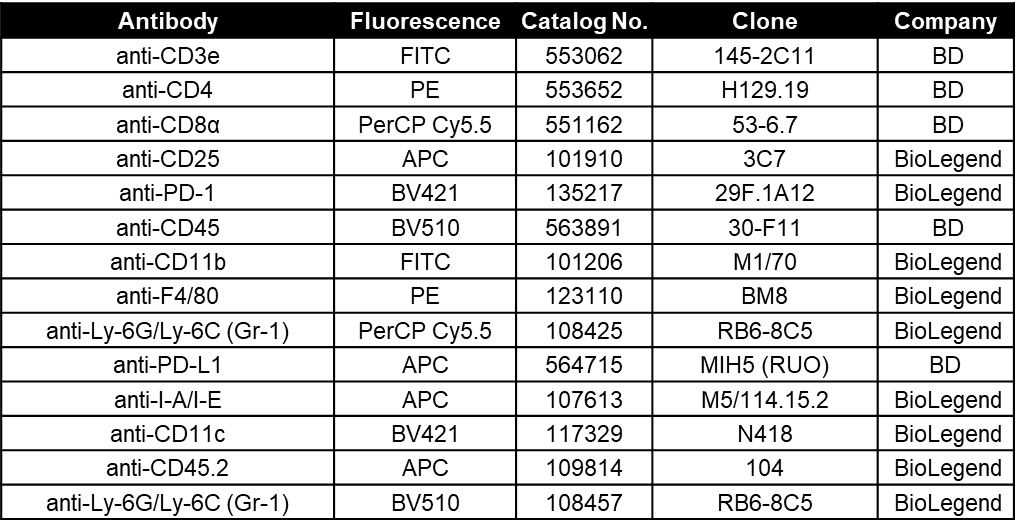

**Table S2.** Gating strategy information of each immune cell.

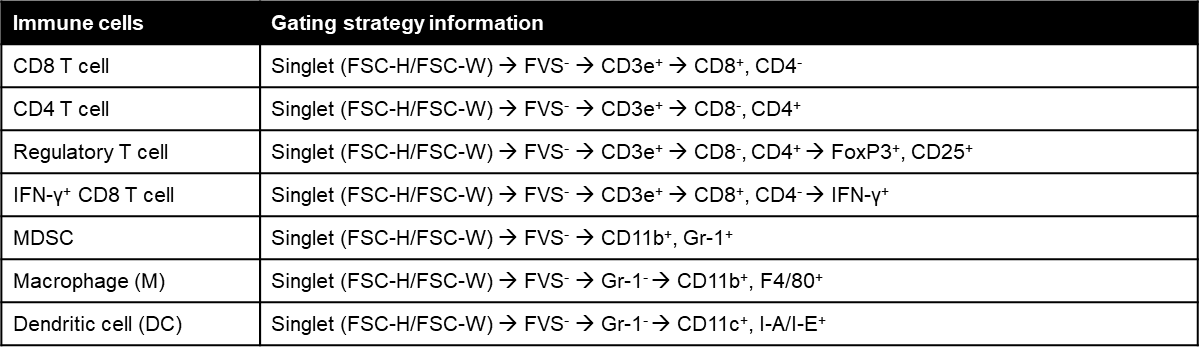

**Table S3.** Monoclonal antibodies used for intracellular staining.

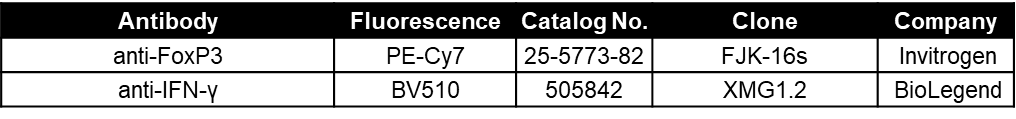

**Table S4.** Results of analysis of variance analyses for comparisons of 0 Gy, 2 Gy × 5, and 7.5 Gy × 1 groups.

How the deposited data were processed for this re-analysis (not part of the article)

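The 13 samples are 1 baseline sample and 1 sample for each of 3 arms at each of 4 phases, read in 3 nCounter runs, so no condition has a replicate here although the paper gives 3 mice per group. Total counts per sample ranged from 166307 to 675847 with a median of 241239, and 345 to 442 genes per sample were above that sample's own background.

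The count values are raw nCounter counts per probe as deposited by the authors, made with the nCounter Analysis System and its mouse immunology panel on RNA of sorted CD45+ cells; the software that wrote them is not named in the paper's text. The signal values are the authors' normalized values, as deposited. In these, each sample's counts are multiplied by 1 factor that brings the geometric mean of the 14 housekeeping probes to 789 in every sample, and values whose count, before or after scaling, is under the geometric mean of the sample's 8 negative controls, 2.45 to 8.05 over the samples, are set to that mean. This was read from the values, since the paper's text does not state it. The series table repeats the normalized values, with 0 of 7475 values different. Housekeeping scaling assumes that these probes keep their share of the RNA, so a change in the leukocyte share or in overall transcription moves all other genes together, and the floor compresses folds of genes near background.

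The panel has 561 genes, of which 549 accessions matched a current gene symbol and 12 did not and keep their accession. The gene lists are written in symbols, so these 12 were counted in no list, even where a list may name their gene. Counts by list may be short for that reason. A gene was kept when its mean raw count over the 13 samples exceeded the mean background threshold, the mean plus 2 SD of the negative controls per sample, which left 415 genes and removed 132. Log2 fold changes were taken from the normalized values, with values under 1 set to 1, against baseline and, separately, against the 0 Gy sample of the same phase. A gene was counted at a 2-fold difference. Intervals are 95% intervals of the ratio of the raw counts, scaled by the factors, and cover counting error only. Where a count was at or under background in 1 of the compared samples, the fold is a bound. In simulated samples with known changes the intervals covered 94.0 to 97.1% of genes.

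Arms were compared over the 4 phases, with the phase as a block, and phases over the 3 arms, with the arm as a block, in edgeR 4.0.16 on raw counts with TMM factors and its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 415 genes and a threshold of 0.05. These fits take phases or arms in place of replicates. DESeq2 1.42.0, with its own size factors and a local dispersion fit, and limma 3.58.1, on log2 of the normalized values with a trended variance, were run beside it, in R 4.3.3. In counts simulated at this size, edgeR recovered 64 to 82% of genes set to a 2-fold change and 98 to 100% of those set to a 4-fold change, with 2 to 5 false calls among 215 unchanged genes. The simulation changed nearly as many genes as it left unchanged and held no run difference and no other effect. Recovery in the real tests may therefore be lower, and few calls there do not exclude 2-fold changes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

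The sample map, the alternatives, the rule for named genes and the 22 gene lists were fixed first; the pan-leukocyte list of 7 genes, scaling to it, the fits with the run as a term, without T2 and T14 and without the 2 Gy × 5 sample of T14, the counts without the genes that separate run 2, and the other scalings and the pseudocount for the comparison with the 0 Gy sample were added after the values were seen. After the lists were fixed, the matching of older gene names was corrected so that an older name that is now another gene's symbol matches no gene. The lists are chemokines, cytokines, inflammatory response, innate immune sensing, T cell activation and co-stimulation, interferon-gamma response, type I interferon response, immunosuppressive mediators, immune checkpoints, MHC class I and class II presentation, complement, and markers of T cells, CD8 and cytotoxic cells, CD4 and Treg cells, NK cells, B cells, monocytes and macrophages, neutrophils and MDSC, dendritic cells, mast cells with basophils and eosinophils, and CD45-negative cells. The mast cell, basophil and eosinophil list has 5 genes on the panel and 0 above background, so it gave no value. As a description, each list's median was ranked among 10000 random lists of equal size drawn within 10 expression bins; at T7, after 2 Gy × 5 and 7.5 Gy × 1, the percentiles were 99.9 and 99.8 for innate sensing, 59.6 and 95.0 for the inflammatory response, 59.5 and 81.5 for cytokines, 41.4 and 38.4 for immunosuppressive mediators, 35.7 and 63.4 for T cell activation and 4.43 and 59.4 for chemokines. Innate sensing also stood at 99.6 in the 0 Gy sample of T7, and at 82.0 and 88.9 relative to that sample.

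Named genes are those readable in Figure 7D and Figure S3, whose values had been seen in the figures, the 5 highest and 5 lowest folds per regimen and phase among genes above background in both samples, up to 4 members of each list with the largest folds in the comparison discussed, and the 10 genes with the smallest adjusted p per test; results of some genes that this rule takes are not reported here, though counts and medians include them. Alternative settings were median of ratios, total endogenous counts, housekeeping scaling of the raw counts, all endogenous genes, values under background raised to it, a pseudocount of 20, the 0 Gy reference, fold limits of 1.5 and 4, and the counting interval; for the tests they were DESeq2, limma, housekeeping library sizes, all endogenous genes, no block, and fits that leave out 1 phase, 1 arm or 1 sample.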

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

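The tests of the run, the tumor age, the leukocyte share and the scaling, and the other splits of the samples, were chosen after the result was seen.

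The paper gives gene counts for the irradiated groups only, and the unirradiated tumors also differed from baseline. After 0 Gy, 79 genes were at least 2-fold higher than baseline and 25 lower at T7, 55 higher and 63 lower at T14, and 21 higher and 158 lower at T21. The 0 Gy sample of T2, read in the same run as baseline, had 3 higher and 24 lower. The genes higher after 0 Gy at T7 include the neutrophil genes S100a9 at 4.43 and S100a8 at 3.76, and 65 of the 79 were also higher after 2 Gy × 5 and 68 after 7.5 Gy × 1.

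For 57 genes, 17 higher and 40 lower, the 5 samples of run 2 lie outside the range of the other 8, where chance would give 0.645 genes; 21 genes separate the 6 samples of T14 and T21 from the other 7, where chance would give 0.484. The positive controls, which hold no mouse RNA, have a ratio of the highest to the second of 4.96 to 5.38 in run 2 and of 2.27 to 2.93 in the other runs, so a difference between nCounter runs is consistent with the pattern. Another choice of 5 samples, with 1 sample of run 2, separated 46 genes, so runs are not the single structure in these samples. Of 63 genes that separate run 2 from the baseline, T2 and T7 samples, the 2 Gy × 5 sample of T14, read in run 1, lies in the range of those earlier samples for 42, which argues against tumor age. That is 1 sample, so tumor age and run cannot be told apart for H2-K1, Hif1a, Lilrb4a and the other genes of this set.

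At T7 both irradiated samples had pan-leukocyte genes, listed after the values were seen, at medians of 1.66 and 1.72 above baseline. The cells had been isolated as CD45+, which should leave few others, and the purity is not given in the sources used here; markers of CD45-negative cells had a median no higher than −0.62, so if such cells remained, a larger share of leukocyte RNA is consistent with the pattern. As the whole cause it is argued against by the leukocyte lists, whose highest and lowest medians lay 2.57 apart after 7.5 Gy × 1 and 2.65 after 2 Gy × 5, beyond the larger interquartile ranges of 2.22 and 1.58. Housekeeping scaling cannot be told apart from a real excess of higher genes, since with median of ratios 75 genes were higher and 90 lower after 7.5 Gy × 1 but 87 higher and 68 lower after 2 Gy × 5, and with total endogenous counts lower genes outnumbered higher ones after both, 117 to 44 and 90 to 65. Irradiation, and tumor growth in the 0 Gy sample, stay open as biological explanations.

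The edgeR fits block on the phase or the arm, so the comparable splits keep 1 sample of each block in each set, which leaves 8 splits between arms and 4 between phases, too few for a share under 0.05. For 7.5 Gy × 1 against 0 Gy the real count was 5, reached by 1 of 8 splits, and the highest other was 0; with limma, with housekeeping library sizes and without the phase block the count was 0, and with DESeq2 14 genes were higher and 1 lower. For 2 Gy × 5 against 0 Gy and between the regimens the real count was 0, which any split reaches (8 of 8 splits), so the splits test nothing there; the highest other was 0 and 1. For the phases the real counts were 221 at T7, 186 at T14 and 99 at T21, each reached by 1 of 4 splits, and the highest other was 0.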

How the results depend on the processing

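Scaling to pan-leukocyte genes, scaling of bounds, leaving out the genes that separate run 2, the alternatives to the comparison with 0 Gy, the run as a further term and the fits without the 2 Gy × 5 sample of T14 or without T2 and T14 were chosen after the values had been seen. The direction of the T7 counts against baseline, more genes higher than lower, held with both regimens under background raising, a pseudocount of 20, all endogenous genes, a fold limit of 4, the counting interval and the 0 Gy reference, and was lost under total endogenous counts, under pan-leukocyte scaling and, for 7.5 Gy × 1, under median of ratios; the limits of 1.5-fold higher and 2-fold lower loosen the higher side alone and cannot test it. Depth limits the genes near background, where a bound was given, and counting noise alone gave 0 to 5 calls per comparison in simulated samples. For the values that follow the cause was not tested, apart from fewer genes, fewer samples or another fold limit where the setting itself is that.

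Numbers of genes at least 2-fold higher and lower than baseline at T2, T7, T14 and T21 with median of ratios were 22 and 37, 87 and 68, 72 and 49, and 72 and 58 after 2 Gy × 5 and 26 and 77, 75 and 90, 62 and 58, and 58 and 63 after 7.5 Gy × 1. Total endogenous counts gave 8 and 73, 65 and 90, 31 and 127, and 50 and 96 after 2 Gy × 5 and 7 and 115, 44 and 117, 57 and 78, and 38 and 104 after 7.5 Gy × 1. Over all endogenous genes they were 16 and 68, 188 and 19, 160 and 38, and 162 and 51 after 2 Gy × 5 and 21 and 118, 242 and 27, 174 and 36, and 81 and 119 after 7.5 Gy × 1. Pseudocount 20 gave 8 and 17, 138 and 2, 69 and 15, and 54 and 38 after 2 Gy × 5 and 5 and 59, 148 and 12, 68 and 24, and 27 and 68 after 7.5 Gy × 1, and values under background raised gave 10 and 49, 155 and 12, 87 and 34, and 72 and 45 after 2 Gy × 5 and 10 and 95, 173 and 20, 85 and 33, and 34 and 103 after 7.5 Gy × 1. With 1.5-fold higher or 2-fold lower as limits the numbers were 30 and 50, 206 and 15, 137 and 34, and 111 and 51 after 2 Gy × 5 and 41 and 104, 231 and 23, 146 and 34, and 59 and 105 after 7.5 Gy × 1, and with 4-fold higher or lower 2 and 5, 48 and 1, 20 and 2, and 21 and 14 after 2 Gy × 5 and 0 and 14, 49 and 2, 23 and 3, and 12 and 24 after 7.5 Gy × 1. Pan-leukocyte genes as the scale gave 45 and 21, 16 and 195, 29 and 138, and 60 and 70 after 2 Gy × 5 and 190 and 12, 24 and 174, 39 and 98, and 71 and 47 after 7.5 Gy × 1, and without the genes that separate run 2 the numbers were 10 and 50, 154 and 13, 87 and 32, and 64 and 32 after 2 Gy × 5 and 9 and 103, 167 and 20, 75 and 23, and 27 and 79 after 7.5 Gy × 1. Against the 0 Gy sample of the same phase the numbers were 11 and 23, 80 and 7, 66 and 27, and 146 and 2 after 2 Gy × 5 and 15 and 71, 92 and 7, 49 and 3, and 58 and 10 after 7.5 Gy × 1. That comparison gave 15 and 20, 35 and 21, 42 and 40, and 57 and 33 after 2 Gy × 5 and 21 and 61, 38 and 42, 26 and 15, and 32 and 25 after 7.5 Gy × 1 with median of ratios, 7 and 41, 35 and 23, 20 and 71, and 56 and 42 after 2 Gy × 5 and 10 and 90, 29 and 49, 29 and 12, and 28 and 35 after 7.5 Gy × 1 with total endogenous counts, 8 and 2, 50 and 7, 47 and 13, and 111 and 1 after 2 Gy × 5 and 9 and 30, 65 and 3, 26 and 1, and 35 and 3 after 7.5 Gy × 1 with pseudocount 20, and 22 and 19, 11 and 98, 17 and 84, and 7 and 215 after 2 Gy × 5 and 96 and 17, 12 and 111, 17 and 20, and 4 and 148 after 7.5 Gy × 1 with pan-leukocyte genes.

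Of the 6 gene groups, the number with a median above baseline at T2, T7, T14 and T21 was 3, 6, 5, and 4 after 2 Gy × 5 and 1, 6, 6, and 2 after 7.5 Gy × 1 as reported, 4, 2, 5, and 4 after 2 Gy × 5 and 5, 5, 3, and 3 after 7.5 Gy × 1 with median of ratios, and 2, 1, 0, and 2 after 2 Gy × 5 and 0, 2, 2, and 2 after 7.5 Gy × 1 with total endogenous counts. It was 4, 6, 6, and 6 after 2 Gy × 5 and 3, 6, 6, and 6 after 7.5 Gy × 1 against 0 Gy, 5, 0, 0, and 3 after 2 Gy × 5 and 5, 0, 0, and 4 after 7.5 Gy × 1 with pan-leukocyte genes, 2, 6, 5, and 5 after 2 Gy × 5 and 2, 6, 6, and 2 after 7.5 Gy × 1 over all endogenous genes, and 3, 6, 5, and 4 after 2 Gy × 5 and 0, 6, 6, and 2 after 7.5 Gy × 1 without the genes that separate run 2.

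Genes called higher and lower at an adjusted p under 0.05 for 2 Gy × 5 against 0 Gy, for 7.5 Gy × 1 against 0 Gy and between the regimens were 0 and 0, 5 and 0, and 0 and 0 in edgeR and 33 and 7, 14 and 1, and 1 and 0 in DESeq2. They were 0 and 0, 0 and 0, and 0 and 0 in edgeR with housekeeping library sizes, 0 and 0, 0 and 0, and 0 and 0 in limma on the authors' normalized values, 9 and 1, 5 and 0, and 0 and 0 over all endogenous genes and 0 and 0, 0 and 0, and 0 and 0 without the phase block. In the leave-one-out fits, the calls were 3 and 0, 3 and 0, and 0 and 0 without T2, 0 and 0, 0 and 0, and 0 and 0 without T7, 0 and 0, 0 and 0, and 0 and 0 without T14 and 0 and 0, 1 and 0, and 0 and 0 without T21. Without the 7.5 Gy × 1 sample of T14 they were 0 and 1, 0 and 0, and 0 and 0, without the 2 Gy × 5 sample of T14 0 and 0, 2 and 0, and 0 and 0, with run as a further term 0 and 0, 2 and 0, and 0 and 0, and without T2 and T14 1 and 0, 0 and 0, and 0 and 0. Beside the phase, the run term only sets aside the 2 Gy × 5 sample of T14, so it repeats the fit without that sample.

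For T7, T14 and T21 against T2 the calls were 113 and 108, 100 and 86, and 54 and 45 in edgeR, 126 and 121, 117 and 103, and 67 and 78 in DESeq2, 183 and 21, 110 and 43, and 34 and 61 with housekeeping library sizes, 183 and 22, 112 and 46, and 33 and 66 in limma, 111 and 104, 91 and 95, and 75 and 91 over all endogenous genes and 100 and 101, 88 and 75, and 48 and 45 without the arm block. Leaving out an arm gave 104 and 98, 60 and 50, and 19 and 24 without 0 Gy, 85 and 81, 73 and 67, and 27 and 20 without 2 Gy × 5 and 60 and 35, 42 and 14, and 28 and 25 without 7.5 Gy × 1. Leaving out the T14 sample of 7.5 Gy × 1 gave 115 and 105, 74 and 43, and 50 and 42, and leaving out that of 2 Gy × 5 gave 118 and 115, 94 and 84, and 59 and 49.

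Against the 0 Gy sample of the same phase, named genes at least 2-fold from baseline whose fold had the other sign, where the counts of the samples were above background, were Ccl8 at 0.034 after 7.5 Gy × 1 at T7, Cd163 at 0.096 after 2 Gy × 5 at T7, Cd2 at 0.49 after 2 Gy × 5 at T14, Ctla4 at 0.20 after 2 Gy × 5 at T2, H2-Aa at 0.15 after 7.5 Gy × 1 at T14, H2-Eb1 at −1.14 after 2 Gy × 5 at T14, Icosl at −0.12 after 7.5 Gy × 1 at T7, S100a9 at −0.42 after 7.5 Gy × 1 at T14, and Socs3 at −0.21 after 7.5 Gy × 1 at T21. Among named genes at least 2-fold from their reference, the sign turned with total endogenous counts for Cd86 at −0.023 after 7.5 Gy × 1 at T7. With pan-leukocyte genes it turned for Cd40 at −0.36 after 2 Gy × 5 at T7, Cd86 at −0.096 after 2 Gy × 5 at T7, Cd86 at −0.45 after 7.5 Gy × 1 at T7, Cd8a at −0.0094 after 2 Gy × 5 at T7, Cxcl10 at −0.22 after 2 Gy × 5 at T7, Cxcl10 at −0.23 after 7.5 Gy × 1 at T7, Irf1 at −0.12 after 2 Gy × 5 at T7, Tgfb1 at −0.23 after 2 Gy × 5 at T7, and Tgfb1 at −0.29 after 7.5 Gy × 1 at T7. Of the folds of named genes, 80 stayed within their counting interval and 115 left it with median of ratios, and 60 stayed with total endogenous counts and 195 with values under background raised. Where a count was at background a bound was scaled in place of a fold; relative to 0 Gy at T21, no bound above 1 remained with pan-leukocyte genes for Icos after both regimens and Cd2 after 2 Gy × 5, nor with total endogenous counts for Icos after 7.5 Gy × 1.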

Differences from the paper's values

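The comparison of T14 with T7 and the settings so named were chosen after the result was seen; the other alternatives were set before the data were examined. The paper's text gives a general p limit of 0.05 and no fold limit for its counts, and its mice per group are not separate samples in the deposited data.

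At T2 after 2 Gy × 5 the paper's counts in Fig. 7B, read by eye unless from its text, are about 6 lower and about 1 higher, and the deposited data give 50 and 10. The alternatives within 1.5 times the paper's number were, for the genes lower, 4-fold higher or lower at 5, and, for the genes higher, none. The paper shows about 8 lower and about 70 higher after 2 Gy × 5 at T7, against 15 and 156 here. Within 1.5 times the paper's number were, for the genes lower, values under background raised at 12 and the 0 Gy sample as reference at 7, and, for the genes higher, median of ratios at 87, total endogenous counts at 65, the 0 Gy sample as reference at 80 and 4-fold higher or lower at 48. The paper shows about 22 lower after 2 Gy × 5 at T14, against 34 here. The alternatives within 1.5 times the paper's number were, for the genes lower, pseudocount 20 at 15 and the 0 Gy sample as reference at 27. The paper shows about 37 higher after 2 Gy × 5 at T21, against 75 here. Within 1.5 times the paper's number were, for the genes higher, total endogenous counts at 50 and pseudocount 20 at 54. The paper shows about 23 lower and about 6 higher after 7.5 Gy × 1 at T2, against 104 and 11 here. The alternatives within 1.5 times the paper's number were, for the genes lower, none, and, for the genes higher, total endogenous counts at 7 and pseudocount 20 at 5. The paper shows about 11 lower and 84 higher (text) after 7.5 Gy × 1 at T7, against 23 and 173 here. Within 1.5 times the paper's number were, for the genes lower, pseudocount 20 at 12, and, for the genes higher, median of ratios at 75 and the 0 Gy sample as reference at 92. The paper shows 112 lower (text) and about 37 higher after 7.5 Gy × 1 at T14, against 34 and 85 here. The alternatives within 1.5 times the paper's number were, for the genes lower, total endogenous counts at 78, and, for the genes higher, the 0 Gy sample as reference at 49. The paper shows about 59 lower and about 22 higher after 7.5 Gy × 1 at T21, against 105 and 37 here. Within 1.5 times the paper's number were, for the genes lower, median of ratios at 63 and pseudocount 20 at 68, and, for the genes higher, pseudocount 20 at 27 and the counting interval at 33. Of the settings chosen after the values had been seen, several came within 1.5 times the paper's number; the paper's text does not list the genes it counted, so how many of them each setting drops is not known. They are 7 lower after 2 Gy × 5 at T7 with pseudocount 20 relative to 0 Gy, 50 higher after 2 Gy × 5 at T7 with pseudocount 20 relative to 0 Gy, 32 lower after 2 Gy × 5 at T14 without the genes that separate run 2, 30 lower after 7.5 Gy × 1 at T2 with pseudocount 20 relative to 0 Gy, 17 lower after 7.5 Gy × 1 at T2 with pan-leukocyte scaling relative to 0 Gy, 9 higher after 7.5 Gy × 1 at T2 without the genes that separate run 2, 9 higher after 7.5 Gy × 1 at T2 with pseudocount 20 relative to 0 Gy, 65 higher after 7.5 Gy × 1 at T7 with pseudocount 20 relative to 0 Gy, 98 lower after 7.5 Gy × 1 at T14 with pan-leukocyte scaling, 39 higher after 7.5 Gy × 1 at T14 with pan-leukocyte scaling, 26 higher after 7.5 Gy × 1 at T14 with median of ratios relative to 0 Gy, 29 higher after 7.5 Gy × 1 at T14 with total endogenous counts relative to 0 Gy, 26 higher after 7.5 Gy × 1 at T14 with pseudocount 20 relative to 0 Gy, 47 lower after 7.5 Gy × 1 at T21 with pan-leukocyte scaling, 79 lower after 7.5 Gy × 1 at T21 without the genes that separate run 2, 27 higher after 7.5 Gy × 1 at T21 without the genes that separate run 2, 32 higher after 7.5 Gy × 1 at T21 with median of ratios relative to 0 Gy and 28 higher after 7.5 Gy × 1 at T21 with total endogenous counts relative to 0 Gy.

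Taking T7 in place of baseline as the reference at T14, a setting chosen after the values had been seen, 113 genes were at least 2-fold lower after 7.5 Gy × 1, against the paper's 112. The paper names none of these genes, so how many of them are shared is not known. The 113 were counted with housekeeping scaling and across runs. Median of ratios moved the all-gene median of this regimen by −0.78 at T7 and −0.25 at T14, which would lower the count. It was not counted under other scalings. The paper states that the gene sets elevated at T7 were abruptly downregulated after 7.5 Gy × 1; the medians of the 6 groups at T14 were lower than at T7 but between 0.12 and 0.54 above baseline. With median of ratios and with total endogenous counts those of cytokines, T cell activation and immunosuppressive mediators were not lower at T14 than at T7, and 3 and 2 of the 6 T14 medians were above baseline.

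Of 72 log2 fold changes read by eye from 9 rows of Fig. S3, 51 differ from the deposited values by more than counting error or in sign, and 21 do not. Under the alternatives the number that differ was 51 with housekeeping scaling of the raw counts, 59 with median of ratios, 54 with total endogenous counts, 51 with values under background raised, 51 with pseudocount 20 and 52 of 67 with the 0 Gy sample as reference, where values with a count at background were left out. For Ifngr1 Fig. S3 shows after 2 Gy × 5 about 0.36 at T14 against 0.60 here and about −0.79 at T21 against −0.48 here, and after 7.5 Gy × 1 about 0.92 at T14 against −0.13 here. They came within counting error after 2 Gy × 5 at T14 with median of ratios and after 2 Gy × 5 at T21 with total endogenous counts, and not otherwise. For Ifngr2 Fig. S3 shows after 2 Gy × 5 about −0.1 at T14 against 0.20 here, and after 7.5 Gy × 1 about −0.19 at T7 against 0.057 here and about −2.5 at T14 against 0.46 here. Within counting error these were after 2 Gy × 5 at T14 with the 0 Gy sample as reference, and under no other alternative. For Cxcl9 Fig. S3 shows after 2 Gy × 5 about 2.2 at T14 against 1.32 here and about 0.11 at T21 against −0.21 here, and after 7.5 Gy × 1 about 0.35 at T2 against −0.61 here, about 2.5 at T7 against 2.78 here and about 1.2 at T14 against 1.75 here. They came within counting error after 7.5 Gy × 1 at T2 with the 0 Gy sample as reference, after 7.5 Gy × 1 at T7 with pseudocount 20 and after 7.5 Gy × 1 at T14 with total endogenous counts and the 0 Gy sample as reference, and not otherwise. For Cxcl10 Fig. S3 shows after 2 Gy × 5 about 1.5 at T7 against 1.27 here and about −0.35 at T14 against −0.93 here, and after 7.5 Gy × 1 about 1.9 at T2 against 1.17 here, about −0.32 at T14 against 0.47 here and about 0.19 at T21 against −0.20 here. Within counting error these were after 2 Gy × 5 at T14 with the 0 Gy sample as reference, after 7.5 Gy × 1 at T2 with the 0 Gy sample as reference and after 7.5 Gy × 1 at T21 with median of ratios, and under no other alternative. For Cd274 Fig. S3 shows after 2 Gy × 5 about 0.25 at T2 against 0.71 here, about 1.4 at T7 against 2.23 here, about 0 at T14 against 0.82 here and about −0.3 at T21 against 1.64 here, and after 7.5 Gy × 1 about 0.74 at T2 against 0.087 here, about 1.5 at T7 against 2.72 here, about −3.2 at T14 against 0.87 here and about 0.67 at T21 against 0.33 here. They came within counting error after 2 Gy × 5 at T7 with median of ratios and total endogenous counts, after 2 Gy × 5 at T14 with total endogenous counts, after 7.5 Gy × 1 at T7 with total endogenous counts and after 7.5 Gy × 1 at T21 with median of ratios, and not otherwise. For Irf1 Fig. S3 shows after 2 Gy × 5 about 0.28 at T2 against 0.42 here, about 0.81 at T7 against 1.37 here, about −0.49 at T14 against −0.18 here and about −1.2 at T21 against −0.16 here, and after 7.5 Gy × 1 about 0.39 at T2 against 0.67 here and about 0.68 at T7 against 1.96 here. Within counting error these were after 2 Gy × 5 at T2 with total endogenous counts and the 0 Gy sample as reference and after 2 Gy × 5 at T7 with median of ratios, and under no other alternative. For Jak2 Fig. S3 shows after 2 Gy × 5 about 0.07 at T2 against 0.54 here, about 0.22 at T7 against 0.87 here and about −0.78 at T14 against −0.24 here, and after 7.5 Gy × 1 about 0.18 at T7 against 0.70 here, about −3.9 at T14 against −0.70 here and about −0.66 at T21 against −1.50 here. They came within counting error after 2 Gy × 5 at T7 with median of ratios and after 2 Gy × 5 at T14 with total endogenous counts, and not otherwise. For Cd44 Fig. S3 shows after 2 Gy × 5 about −1.3 at T2 against 0.067 here, about −0.49 at T7 against 0.19 here, about 0.73 at T14 against −0.52 here and about 0.64 at T21 against −0.58 here, and after 7.5 Gy × 1 about −1.8 at T2 against 0.46 here, about 1.4 at T7 against 0.094 here, about 0.51 at T14 against −0.72 here and about −0.6 at T21 against −1.22 here. Within counting error these were after 2 Gy × 5 at T7 with median of ratios and after 7.5 Gy × 1 at T21 with the 0 Gy sample as reference, and under no other alternative. For Pdcd1 Fig. S3 shows after 2 Gy × 5 about 0.22 at T2 against −1.69 here, about 2.2 at T7 against at least 1.30-fold lower here (count at background, −0.46 as the ratio of the normalized values) and about 0.9 at T14 against −0.39 here, and after 7.5 Gy × 1 about 0.81 at T2 against at least 2.87-fold lower here (count at background, −2.67 as the ratio of the normalized values), about 2.6 at T7 against 0.18 here, about −0.01 at T14 against 0.88 here and about 0.67 at T21 against −1.22 here. No alternative brought Pdcd1 within counting error.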

Other observations

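The test of row labels in Fig. S3, with its rows and columns, and that of another scaling were chosen after the result was seen, and so were median of ratios for the comparison with 0 Gy and the scaling to pan-leukocyte genes.

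Irradiated tumors also differed in several gene groups from unirradiated tumors of the same phase and run. At T14 after 7.5 Gy × 1, T cell markers were higher than after 0 Gy in 7 of 11 cases with a median of 1.07, T cell activation genes in 12 of 29 with 0.91, CD8 and cytotoxic markers in 6 of 12 with 0.97 and immune checkpoints in 4 of 7 with 1.16. Irf7 was at 2.25 and Gzmb, a granule protease gene of cytotoxic cells, at 1.62. At T21 after 2 Gy × 5, all 10 neutrophil and MDSC markers were higher than after 0 Gy, with a median of 2.45, and 9 of 15 macrophage markers, with 1.42. With median of ratios these medians were 1.73 and 0.70, and scaling to pan-leukocyte genes turns them to 0.67 and −0.36. Among genes above background in both samples, high folds were those of Irf7 at 3.01, Cxcr2 at 2.85 and Ptafr, the receptor of platelet-activating factor, at 2.81. After 7.5 Gy × 1 at T21, complement genes were higher in 5 of 14 cases with a median of 0.86, C3 among them at 1.52; scaling to pan-leukocyte genes turns this median to −0.16.

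At T2 the regimens differed in myeloid genes relative to the 0 Gy sample of the same run. The 2 Gy × 5 course may not have been complete by T2, whereas the single 7.5 Gy dose had been given. Neutrophil and MDSC markers had a median of 0.95 after 2 Gy × 5, with 4 of 10 higher, and of −1.03 after 7.5 Gy × 1, with 5 of 10 lower. After 7.5 Gy × 1, 8 of 15 macrophage markers and 5 of 8 MHC class II genes were lower, with medians of −1.02 and −1.09, while complement genes and type I interferon response genes had medians of 0.68 and 0.61. These are single samples and were not tested.

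A hypothesis concerns the labels of Fig. S3. In 5 of its rows, labelled Cd274, Irf1, Jak2, Cd44 and Pdcd1, the same gene ranks 56 to 381 among 415 genes ordered by the distance of their deposited values from those read by eye, and the root mean square difference over 7 columns is 1.30, against 0.359 in the other 5 rows. With the labels displaced by 1, so that the row of Cd274 is compared with Irf1 and that of Pdcd1 with Cd274, the difference is 0.502, the lowest of all 120 orders, the next being 0.552, and the displaced gene ranks 2 to 13, in no row first; row labels displaced by 1 are consistent with this but not singled out by it. Another scaling of the samples is argued against, since 1.27 remains after the mean of each column is removed. The late column of 7.5 Gy × 1 was left out because other rows differ there too, with Ifngr2 at −2.96 from the deposited value, and with it the differences are 0.854 with displaced labels and 1.49 as printed.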
